# Liver-specific deletion of miR-181ab1 reduces liver tumour progression via upregulation of CBX7

**DOI:** 10.1007/s00018-022-04452-6

**Published:** 2022-07-22

**Authors:** Jinbiao Chen, Yang Zhao, Fan Zhang, Jia Li, Jade A. Boland, Ngan Ching Cheng, Ken Liu, Jessamy C. Tiffen, Patrick Bertolino, David G. Bowen, Andreas Krueger, Leszek Lisowski, Ian E. Alexander, Mathew A. Vadas, Emad El-Omar, Jennifer R. Gamble, Geoffrey W. McCaughan

**Keywords:** Primary liver cancer, microRNA, EMT, AAV, Chromobox family protein, Tumour progression, Cyclin E1

## Abstract

MiR-181 expression levels increased in hepatocellular carcinoma (HCC) compared to non-cancerous tissues. MiR-181 has been widely reported as a possible driver of tumourigenesis but also acts as a tumour suppressor. In addition, the miR-181 family regulates the development and function of immune and vascular cells, which play vital roles in the progression of tumours. More complicatedly, many genes have been identified as miR-181 targets to mediate the effects of miR-181. However, the role of miR-181 in the development of primary tumours remains largely unexplored. We aimed to examine the function of miR-181 and its vital mediators in the progression of diethylnitrosamine-induced primary liver cancers in mice. The size of liver tumours was significantly reduced by 90% in global (GKO) or liver-specific (LKO) 181ab1 knockout mice but not in hematopoietic and endothelial lineage-specific knockout mice, compared to WT mice. In addition, the number of tumours was significantly reduced by 50% in GKO mice. Whole-genome RNA-seq analysis and immunohistochemistry showed that epithelial-mesenchymal transition was partially reversed in GKO tumours compared to WT tumours. The expression of CBX7, a confirmed miR-181 target, was up-regulated in GKO compared to WT tumours. Stable CBX7 expression was achieved with an AAV/Transposase Hybrid-Vector System and up-regulated CBX7 expression inhibited liver tumour progression in WT mice. Hepatic CBX7 deletion restored the progression of LKO liver tumours. MiR-181a expression was the lowest and CBX7 expression the highest in iClust2 and 3 subclasses of human HCC compared to iClust1. Gene expression profiles of GKO tumours overlapped with low-proliferative peri-portal-type HCCs. Liver-specific loss of miR-181ab1 inhibited primary liver tumour progression via up-regulating CBX7 expression, but tumour induction requires both hepatic and non-hepatic miR-181. Also, miR-181ab1-deficient liver tumours may resemble low-proliferative periportal-type human HCC.

**Graphical abstract:**

**Figure:**
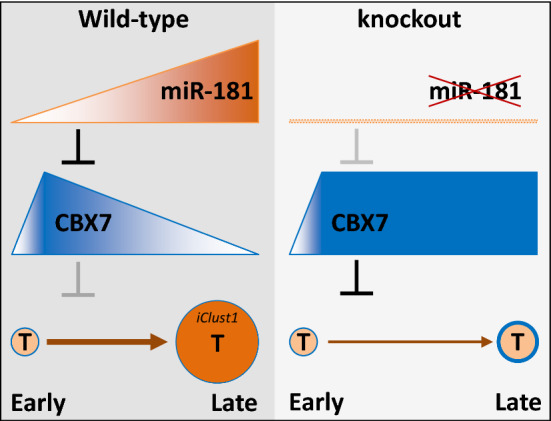
miR-181 was increased with liver tumour growth. More miR-181, darker colour and higher shape. CBX7 was very low in pericentral hepatocytes, increased in early liver tumours, but reduced in advanced liver tumours. Its levels were maintained in miR-181 KO liver tumours. In tumours (T), brown (darker is more) represents miR-181, the blue circle (thicker is more) represents CBX7.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-022-04452-6.

## Introduction

Hepatocellular carcinoma (HCC) is the fourth leading cause of cancer-related death worldwide with a steeply rising incidence [1, 2]. Over the past fifteen years, a great effort has been made to find better treatments and classification for HCC patients. Only a few first-line treatments are available for clinical use, such as sorafenib and the combination of atezolizumab and bevacizumab [1, 3]. Meanwhile, multiple molecular classification studies have identified different HCC subtypes, which can guide targeted therapies and improve the prognosis of HCC patients [4–7]. For example, the cancer genome atlas (TCGA) liver cancer study proposed a multi-platform integrative molecular subtyping procedure by which HCC patients could be grouped into three subtypes: iCluster 1, 2, and 3. The iCluster 1 had a significantly worse prognosis than iCluster 2 or 3 [4]. Exploration of different HCC subtypes is desperately needed, including tumour initiation, progression, and therapeutic targets.

Amongst the numerous molecular alterations in HCCs, it is increasingly recognised that microRNAs and epigenetic modifiers play important roles in hepatocarcinogenesis [2, 8–11]. However, their regulatory circuits are very complex [12], and it is crucial to unravel their regulation to fully explore their impact on liver cancer, including its potential treatment in vivo [2, 6, 9, 10, 13–15]. We and others have shown miR-181a induced hepatocyte epithelial–mesenchymal transition (EMT) and was up-regulated in human cirrhosis and HCC [16–19]. More recently, high expression of miR-181a has been shown as one of the features exhibited in iCluster 1 tumours that were associated with a worse prognosis [4]. However, miR-181a modulation could act via either tumour suppression or oncogene induction via different miRNA targets in different cellular compartments [15, 20, 21]. The roles of miR-181 in tumour initiation and progression and its underlying mechanisms need to be further examined with robust approaches [11, 16–19, 22]. Thus, we aimed to investigate the role of miR-181ab1 (Mir181a-1-Mir181b-1 cluster; also called Mirc14), which is the dominant member of the miR-181 family in human HCC (Supplemental data, Figure S1A), in the induction and progression of experimental HCC in vivo. We show for the first time that robust manipulation of miR-181ab1 in vivo using global and tissue-specific knockout mice significantly inhibits primary liver tumour formation and progression. We provide strong evidence that miR-181ab1 promotes tumour progression by inhibiting CBX7, a known miR-181 target and tumour suppressor [17, 23, 24]. We also examined the expression of miR-181 and CBX7 in the TCGA liver cancer database and explored associations with patient outcomes.

## Experimental procedures

All procedures were conducted in accordance with the appropriate ethics and/or institutional review committees. Chemicals, antibodies, and some experimental procedures were described in supplemental data (Supplemental experimental procedures).

### Animals

Mice were housed in a temperature-controlled pathogen-free environment on a cycle of 12-h light and 12-h dark with ad libitum access to food and water. Data obtained from animals were reported according to the ARRIVE guidelines [25].

MiR-181ab1 global knockout mice (referred to herein as GKO) were provided by Prof Andreas Krueger [21]. MiR-181ab1 flox mice (181ab1^f/f^, stock No: 025872), Alb1-Cre mice (stock No: 016832), and R26CreER^T^ (stock No: 004847) were originally from the Jackson Laboratory. VavCre mice were originally from The Walter and Eliza Hall Institute of Medical Research. CBX7 flox (CBX7^f/f^) mice were obtained from Dr Haruiko Koseki through the Japan RIEN BRC [26, 27]. Backcrossed miR-181ab1^f/f^ mice were crossed with Alb1-Cre mice to generate miR-181ab1^f/f^:Alb1-Cre^+^ (i.e. hepatocyte-specific KO, referred to herein as LKO), with R26CreER^T^ mice to generate miR-181ab1^f/f^:R26CreER^T^ (i.e. inducible KO, referred to herein as iKO), and with vav-Cre mice to generate miR-181ab1^f/f^:vav-Cre^+^ (i.e. hematopoietic and endothelial cells-specific KO, referred to herein as vavKO) on the C57BL/6J background. 181ab1^f/f^ and CBX7^f/f^ mice were crossed with Alb1-Cre mice to generate miR-181a/b-1^f/f^:CBX7^f/f^:Alb1-Cre^+^ (i.e. hepatocyte-specific miR-181ab1 and CBX7 double knockout, referred to herein as DKO). Control mice (referred to herein as WT) were corresponding Cre negative flox littermates or Cre only littermates of the above mice. Genotyping was performed as described before (Supplemental experimental procedures) [28, 29]. Primary liver tumours were induced with diethylnitrosamine (DEN) in mice as described before [29–32].

### RNA-seq analysis

Preparation of cDNA libraries and high‐throughput sequencing (conducted on the Illumina HiSeq platform) were performed by Novogene (Beijing, China). After quality control procedures, short reads were mapped to mouse genome assembly (mm10) by STAR version 2.7.3a [33]. Mapped reads were quantified by featureCounts version 2.0.0 from the Subread package [34]. Ward’s hierarchical clustering method was applied to group the samples based on the gene expression matrix. Differential gene expression analysis was then conducted using the R package Limma. Gene set enrichment analysis was subsequently performed with the R package clusterProfiler [35]^.^ Overlaps between differentially expressed gene sets and gene sets in MSigDB were computed with Gene Set Enrichment Analysis (GSEA) [36].

### Primary mouse liver tumour cells

The culture of primary mouse liver tumour cells was described previously [37]. In brief, tumour tissues were minced, washed with DPBS, and then incubated with type IV collagenase (0.05% in Hank’s BSS with Ca^2+^, pH 7.4; C5138, Sigma–Aldrich) at 37 °C for up to half hour. Cells were dissociated by pipetting, filtered through a 70 μm cell strainer, and pelleted by centrifugation at 50*g* for 4 min. Cell pellets were washed once with DPBS, re-suspended with medium (DMEM/F12 with 20% heat inactivated foetal bovine serum, 1% l-glutamine, 1% penicillin–streptomycin, 0.01 g/L hydrocortisone hemisuccinate, 0.01 g/L insulin and 20 μg/L EGF) and plated in several wells of 6-well plates (termed as passage 0). Upon confluent, cells were trypsinised and passaged for experiments. All cells were cultured at 37 °C with 5% CO_2_ and 95% air. In the tamoxifen (TAM)-induced knockout assay, 100 nM 4-OHT medium was added and incubated for 3 days as previously describe [28].

### The hybrid recombinant adeno-associated viral vector (rAAV)‐piggyBac gene therapy system

Recombinant adeno-associated viral (rAAV) vectors have been widely used for liver-targeted gene transfer in preclinical models. Conventionally, rAAV vectors do not form somatic integrations. Thus, proliferating cells, such as tumour cells, would divide and rapidly dilute out conventional rAAV vectors. A novel hybrid rAAV‐piggyBac gene therapy system was used to achieve stable gene expression in hepatocytes and liver tumour cells [16, 38]. In brief, a new rAAV construct named pAAV2‐TRsh.LP1a was created that carries short piggyBac terminal repeats, which can efficiently mediate gene transposition into mammalian cells in vivo in combination with piggyBac transposase (transposase-AAV) [38]. CBX7 was taken from pTRIPZ (M)-HT-Cbx7, which was a gift from Xiaojun Ren (Addgene plasmid # 82515; http://n2t.net/addgene:82515; RRID: Addgene_82515), and cloned into pAAV2‐TRsh.LP1a to form a new vector, named as pAAV2‐TRsh.LP1a-CBX7 (CBX7-AAV). Its control vector was pAAV2‐TRsh.LP1a-GFP (GFP-AAV). All rAAV were pseudo‐serotyped with the AAV8 capsid and produced in HEK293 cells as described previously [38]. Single doses of 1E + 11vgc of both CBX7-AAV and GFP-AAV with transposase-AAV were given by intravenous injection to mice at week 20 post-DEN injection. AAV-treated mice were harvested at week 14 post-AAV injection.

### TCGA LIHC data and survival analysis

TCGA liver cancer data were downloaded either from OncoLnc or cBioPortal [39]. Kaplan–Meier survival analysis was conducted with the Prism software.

### Biostatistical analysis

Data were expressed as mean ± SEM. Data transformation was conducted if needed by biostatistical analysis. Analysis of variance (ANOVA), Mann–Whitney test, Kruskal–Wallis test, and Student’s *t* test, were used to analyse the differences amongst groups and a p value less than 0.05 was regarded statistically significant.

## Results

### Global and hepatocyte-specific deletion of miR-181ab1 inhibits liver tumour initiation and progression

We have previous showed that miR-181a induced hepatocyte EMT in vitro and was over-expressed in both human and mouse HCC and cirrhotic livers [16], suggesting that miR-181 might be an important driver of liver cancer. To explore whether miR-181 inhibition could block the development of liver cancer, we examined the development of primary liver cancer in mice by knocking out the miR-181ab1 cluster, which accounts for most mature miR-181 in human HCC (Supplementary data, Fig. S1A), and is highly conserved across human and mouse species [18].

We found that the number of tumours in GKO livers was reduced by 50% and the tumour volume by 90% compared to WT livers at 34-week post-DEN injection (Fig. 1A–C). At week 19 only tumour number was reduced, indicating that global miR-181 may regulate tumour initiation (Fig. 1D–F). As GKO mice had previously been shown to have an altered immune phenotype, we established hepatocyte-specific (LKO) and hematopoietic/endothelial specific miR-181ab1 knockout mice (vavKO). Tumour numbers at week 34 were similar in LKO livers and vavKO mice compared with WT littermates (Fig. 1G, I). However, the tumour volume in LKO but not in vavKO livers was dramatically and significantly reduced by 90% (similar to GKO livers) compared to WT livers at 34-week post-DEN injection (Fig. 1C, H, J). Thus, our data would suggest that the progression of primary liver tumours was inhibited by miR-181ab1 loss in the hepatic compartment.

**Fig. 1:**
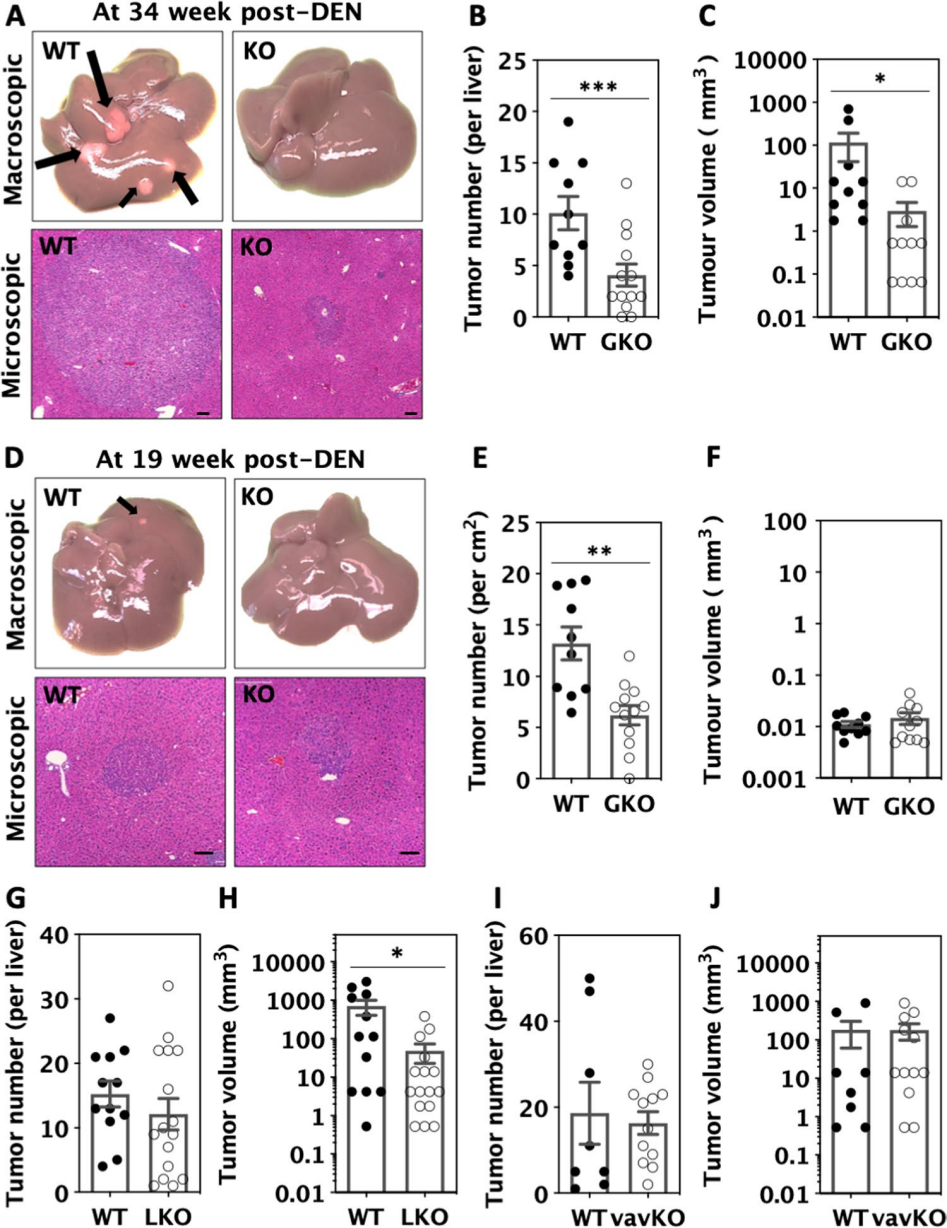
Effects of miR-181ab1 deletion on liver cancer formation. DEN was injected intraperitoneally once into miR-181ab1^GKO^ (GKO), miR-181ab1^LKO^ (LKO), miR-181ab1^vavKO^ (vavKO) and control WT male pups at postnatal day 12 ~ 14. Liver tissues were harvested at 34-week (**A**–**C**, **G**–**J**) and 19-week (**D**–**F**) post-DEN injection. Visible tumours on the surface of each liver were counted and their size measured. **A** and **D** Graphs of liver tumours, **B**, **E**, **G** and **I** Liver tumour number, **C**, **F**, **H** and **J** Liver tumour volume. WT and KO data were compared with unpaired t test after data transformation if needed in Prism, *p < 0.05, **p < 0.01, ***p < 0.001

### MiR-181ab1 knockout reduces liver cancer cell proliferation in vivo and in vitro

To examine the underlying mechanisms responsible for the inhibitory effects of miR-181ab1 deletion on liver tumour progression, we measured apoptosis in liver tumours with TUNEL assays and found that the percentage of apoptotic cells in GKO tumours was similar to that in WT tumours (Fig. 2A and B). In contrast, tumour cell proliferation measured with PCNA and cyclin D1 was significantly reduced in GKO tumours compared with WT tumours in vivo (Fig. 2C–F).

**Fig. 2:**
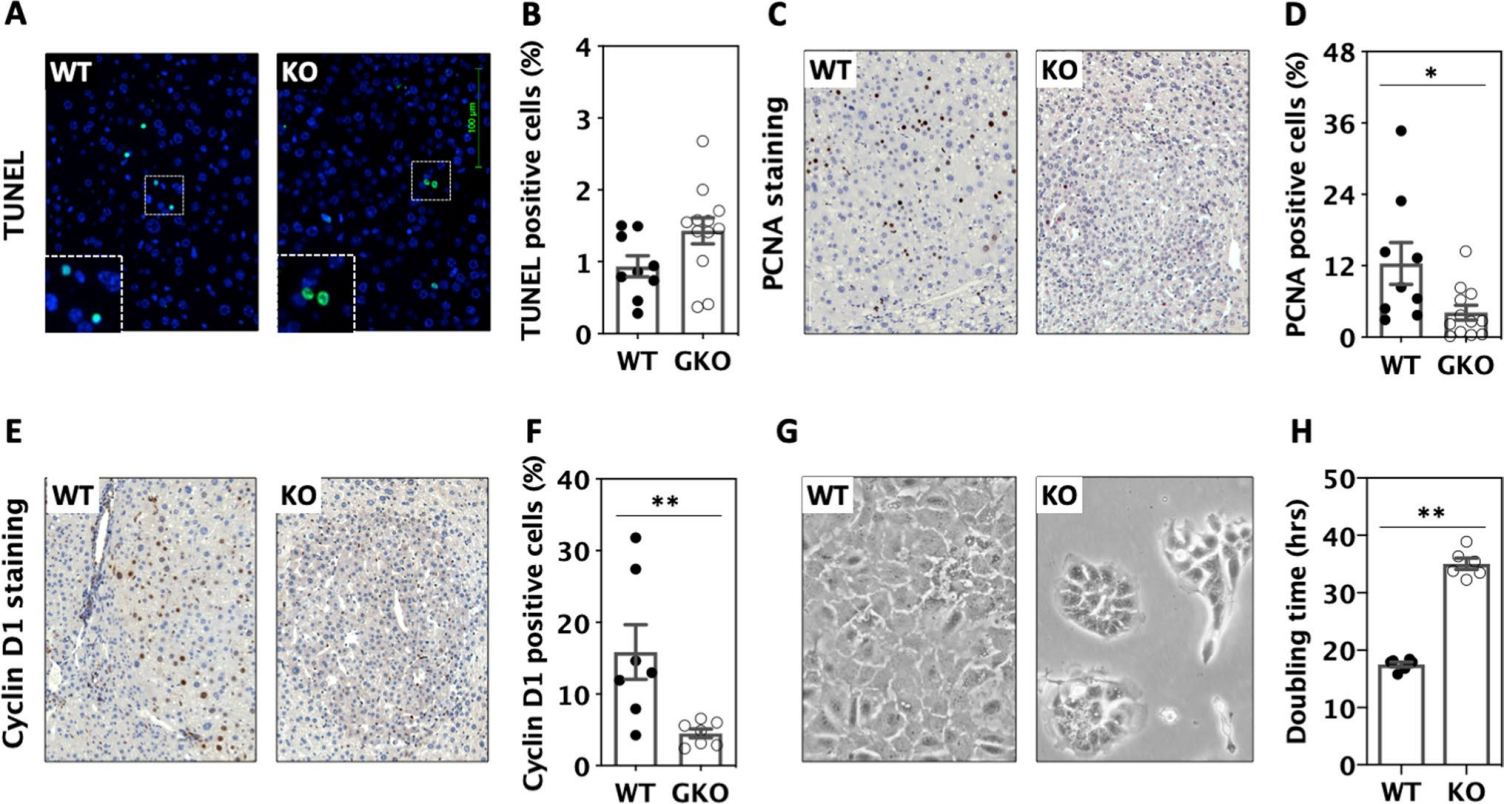
Deletion of miR-181ab1 reduces liver tumour growth. TUNEL, PCNA and cyclin D1 were used to detect apoptotic cells and proliferating cells in tumours harvested from wild type (WT) and global knockout (GKO) mice treated with DEN for 34 weeks (**A**–**F**). **A** and **B** The percentage of TUNEL-positive cells, **C** and **D** The percentage of PCNA-positive cells, and **E** and **F** The percentage of cyclin D1-positive cells. **G** and **H** Primary tumour cells were isolated and established from WT and GKO liver tumours and doubling time of cells was determined from 3 different cell lines at different passages per genotype. Data were analysed by unpaired t test after data transformation if needed in Prism, *p < 0.05, **p < 0.01

Consistent with a role of miR-181ab1 in inducing tumour proliferation in vivo, isolated and cultured miR-181ab1 KO primary liver tumour cells had significantly longer doubling time compared with WT tumour cells in vitro (Fig. 2G and H). Thus, miR-181ab1 loss inhibited liver tumour progression, at least partially, by reducing tumour cell growth, rather than increasing the apoptosis of tumour cells.

### HCC and cell cycle signatures are differentially enriched in miR-181ab1 deficient liver tumours

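RNA of 18 mouse livers and liver tumours was sequenced in 6 groups of 3 samples. WT and GKO mice, the latter lacking Mir181a-1 and Mir181b-1 in all tissues, gave tumours and non-tumour livers after treatment with diethylnitrosamine (DEN, a liver carcinogen), and normal livers without it. DEN was injected once at 25 mg/kg, at postnatal day 12 according to the sample labels and at days 12 to 14 according to the paper. Tissue was taken 34 weeks after DEN according to the paper, and the labels give an age of 36 weeks for every sample. The labels do not say which tumour and non-tumour sample came from the same mouse. Libraries were run on an Illumina HiSeq instrument, and the authors aligned the reads to the mm10 mouse genome with STAR 2.7.3a and counted them on genes with featureCounts 2.0.0. They deposited TPM (reads of a gene divided by its length, scaled to the same total in each sample) for 54838 genes, and the values of each sample add up to 1000000. The paper's text names neither the gene annotation nor how TPM was calculated. TPM carries no sequencing depth of its own. Multiplied by the exonic gene lengths of GENCODE mouse release 21, which held 54809 of the genes, 97.95% to 98.67% of the low values of a sample became whole numbers of reads. On this scale the samples held between 11925059 and 20751353 reads on genes. The median was 18056236 in WT tumours, 19324480 in GKO tumours, 17777349 in WT non-tumours, 15261322 in GKO non-tumours, 16520330 in WT normal livers and 15177791 in GKO normal livers. A gene with 3 or fewer reads was treated as at the floor of detection. The reads carry no molecular identifiers, so such floors cover counting error only.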

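The deleted genes were examined first. Mir181a-1 (chromosome 1 of mm10, 137966455 to 137966541, plus strand) and Mir181b-1 (137966639 to 137966718) were listed at 0 TPM in all 18 samples, with the exception of a single read of Mir181a-1 in GKO tumour 3. The WT samples were therefore at the floor too, and the genotype cannot be read from these genes in libraries of long RNA. Expression was compared on log2(TPM + 1) with limma's linear model and moderated test with a mean-variance trend. Each comparison used its own 6 samples and the genes with a mean of at least 0.5 TPM in them, with Benjamini-Hochberg adjustment. Log2 fold changes are on this scale, on which the added 1 shrinks the changes of genes with few TPM. For a single gene, 3 samples against 3 allow no exact permutation p below 0.1. Pearson's r of the log2 values between 2 samples of the same group lay between 0.919 and 0.982.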

To identify the molecular pathways and genes regulated by miR-181ab1 that promoted tumour growth, we conducted RNA-seq to obtain whole-genome gene expression profiles of tumours, non-tumours and normal liver tissues from WT and GKO mice. Unbiased cluster analysis confirmed that tumour, non-tumour, and normal liver samples clustered in distinct groups. 

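Hierarchical clustering of the 18 samples (Ward's method on 1 minus Pearson's r, 13914 genes) was read at 3 clusters. The first held the 6 normal livers and 5 of the 6 non-tumours. The second held WT non-tumour 2, WT tumour 3 and the 3 GKO tumours, and the third held WT tumours 1 and 2. With each cluster named after the tissue most of its samples came from, 12 of the 18 samples lay in a cluster of their own tissue. Average linkage in place of Ward's method moved this count most, to 13, with WT non-tumour 2 alone and the 6 tumours together.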

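Clustered alone into 2 groups, the 6 tumours divided into WT tumours 1 and 2 on one side and WT tumour 3 with the 3 GKO tumours on the other. WT tumours 1 and 2 correlated with an r of 0.982 over all genes in the clustering, and the other 14 pairs of tumours with an r between 0.911 and 0.950. WT tumours 1 and 2 also shared 37 genes that were high in both and under 5 TPM in each of the other tumours.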

WT and GKO tumour samples were also clustered separately (Fig. 3A). 

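Between GKO and WT tumours, 13964 genes were tested. At an adjusted p under 0.05, 3 genes differed, all lower in GKO tumours, and 1238 genes had an unadjusted p under 0.05, 750 higher and 488 lower. In 2046 genes (14.7%) the 3 values of each group did not overlap, where chance gives 10%. Csn3 (kappa-casein, chromosome 5, 87925579 to 87932665, plus strand) had 130.1 ± 36.1 TPM (SD, n = 3) in WT tumours and 1.02 ± 1.62 (SD, n = 3) in GKO tumours, a log2 fold change of -6.27 (standard error 0.53). Gm36325 (a long non-coding RNA, chromosome 8, 91710233 to 91714413, minus strand) had 10.4 ± 2.96 and 0.296 ± 0.257 TPM, a log2 fold change of -3.13 (standard error 0.27). Lcn2 (lipocalin 2, chromosome 2, 32384633 to 32388252, minus strand) had 915 ± 51.9 and 184 ± 21.4 TPM, a log2 fold change of -2.31 (standard error 0.20). The adjusted p from limma was 0.0434 for each of the 3. The count at the adjusted threshold moved most when WT tumour 3 was left out, to 147 genes, with 2514 at the unadjusted one. It was 78 with the variance estimated over all 18 samples in one fit, 5 without GKO tumour 1, and 0 without GKO tumour 3, WT tumour 1 or WT tumour 2, with 832, 621 and 733 genes at the unadjusted threshold. The adjusted p of Csn3 ranged from 1.70e-07 to 0.426 over the alternatives and was 0.0581 without GKO tumour 1, 0.329 without GKO tumour 3, 0.218 without WT tumour 1 and 0.426 without WT tumour 2. Without any single tumour other than WT tumour 3, the adjusted p of Gm36325 was between 0.0581 and 0.426 and that of Lcn2 between 0.0581 and 0.517. With the samples scaled to the same median, 49.8% of the genes at the unadjusted threshold were higher in GKO tumours, against 60.6% without this scaling.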

Next, we compared the gene expression profiles of WT and GKO tumours and identified *n* = 2424 differentially expressed genes (DEGs). 

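Afp (alpha-fetoprotein, chromosome 5, 90490737 to 90508907, plus strand) had 2353, 3334 and 66.1 TPM in WT tumours 1 to 3 and 18.6, 55.6 and 13.0 TPM in GKO tumours 1 to 3. The log2 fold change was -5.02 (standard error 1.45, adjusted p = 0.43 from limma), and the groups did not overlap, a result with an exact permutation p of 0.1, the smallest that 3 samples against 3 allow. Without WT tumour 3 it was -6.81 with an adjusted p of 0.0142, and with all 18 samples in one fit the adjusted p was 0.0380. Gstp2 (glutathione S-transferase pi 2, chromosome 19, 4040285 to 4046023, minus strand) had 598 ± 107 TPM (SD, n = 3) in WT tumours and 113 ± 114 (SD, n = 3) in GKO tumours, again without overlap. Its log2 fold change was -2.84 (standard error 0.63, adjusted p = 0.363 from limma), and -3.62 without GKO tumour 1, with an adjusted p of 0.0315. Gpc3 (glypican 3, chromosome X, 52272426 to 52613950, minus strand) had 199 ± 85.4 TPM (SD, n = 3) in WT tumours and 2.49, 202 and 104 TPM in GKO tumours 1 to 3. The groups overlapped, and the log2 fold change was -2.15 (standard error 1.42, adjusted p = 0.691 from limma), or -0.35 without GKO tumour 1. In non-tumours, Afp had 1.66 ± 1.02 TPM in WT and 1.58 ± 1.23 in GKO mice, and Gpc3 had 0.586 ± 0.557 and 0.948 ± 1.16 (SD, n = 3 each). All 18 genes drawn as lower in Fig. 3B had a lower mean in GKO tumours. For Cyp11a1, Gm47223 and Wnt10a all GKO tumours were at the floor, which makes them at least 37.8-fold, 25.8-fold and 651-fold lower, and the log2 fold changes of the others ran from -6.27 to -1.83. Of the 18 genes, 13 did not overlap between the groups, 2 (Csn3 and Gm36325) had an adjusted p under 0.05 over all genes and 16 when adjusted over the list alone. The 13 genes drawn as higher were all higher, from 0.89 to 4.40 apart from Snord37 (at least 1.60-fold higher, as the WT tumours were at the floor), with 10 not overlapping, none past the adjusted threshold over all genes, 12 at an unadjusted p under 0.05 and 12 adjusted over the list alone. Both lists were chosen on these samples, so the counts adjusted over the list alone are not independent evidence.

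**Figure D1:**
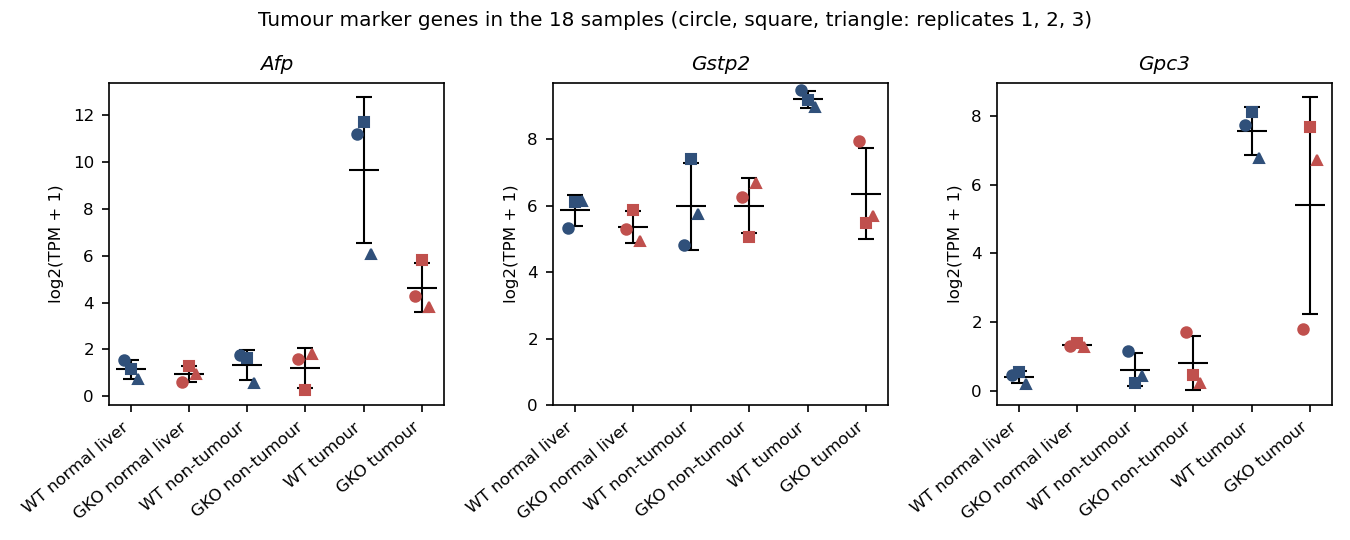
Expression of Afp, Gstp2 and Gpc3, as log2(TPM + 1) on the vertical axis, in WT (blue) and GKO (red) normal livers, non-tumours and tumours; circles, squares and triangles are replicates 1, 2 and 3, and bars show mean ± SD of the 3 samples. Afp is above the GKO tumours in WT tumours 1 and 2 (2353 and 3334 TPM) and also in WT tumour 3 (66.1 TPM), and Gpc3 is low in GKO tumour 1 (2.49 TPM) alone among the tumours.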

Liver tumour markers, such as AFP, GSTp2, and GPC3, in GKO tumours were reduced in comparison to WT tumours (Fig. 3B). 

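Sets of genes were tested with camera, which sets the moderated statistics of a list against those of all other tested genes and here assumed a correlation of 0.01 between genes of a list. The KEGG gene sets were not used here. A published list of S and G2/M phase genes, 86 of which were tested, took the place of the cell cycle set. Their median log2 fold change between GKO and WT tumours was -0.28, with 19 of the 86 higher (camera in limma, adjusted p = 4.35e-05 over the 102 tests of a list in a comparison). The median was -0.21 over 32 genes of S phase and -0.35 over 54 genes of G2/M phase. The result is lost with fry, a rotation test that keeps the correlation among the genes (a p of 0.592), and with a correlation estimated from the data (0.454). Of the other calls of camera between tumours, that of the clock genes holds under both. Over 414 genes of the Reactome Cell Cycle pathway the median was 0.02 (camera, adjusted p = 0.289). Without WT tumour 1 the p of the S and G2/M phase genes was 0.0584. A set for hepatocellular carcinoma was not analysed here.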

Consistent with the reduced proliferation rate of liver tumour cells in GKO mice (Fig. 2C–H), KEGG_GSEA analysis revealed that expression levels of hepatocellular carcinoma and cell cycle-associated genes were lower in KO than WT tumours (Fig. 3C and D). Computing overlaps with chemical and genetic perturbations (CGP) and hallmark (H) gene sets in the Molecular Signatures Database (MSigDB) revealed that 502 genes were up-regulated in GKO tumours vs WT tumours, with significantly overlapped with genes down-regulated in liver cancer compared to normal liver tissues (Supplemental data, Table S2).

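Of the 750 genes higher in GKO tumours at an unadjusted p under 0.05, 275 were more than 2-fold higher. In a separate fit with 0.1 in place of 1 added to the TPM, which shrinks genes with few TPM less, 464 genes were more than 2-fold higher at an unadjusted p under 0.05. A fit without WT tumour 3 gave 501 such genes. The MSigDB sets that the paper compared with these genes were not used here.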

**Fig. 3:**
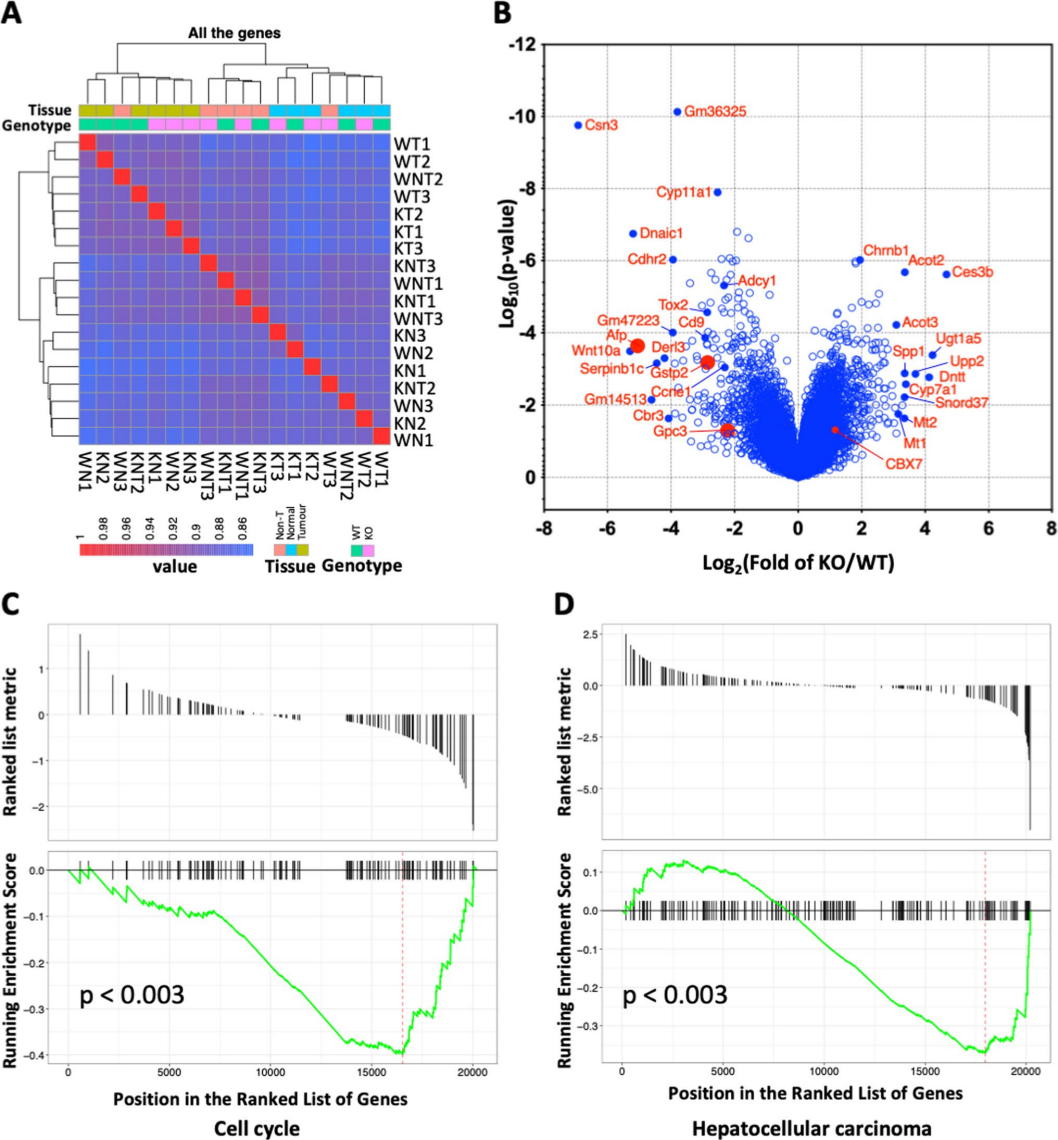
RNA-seq data. Whole genome gene expression profiles were obtained from 18 samples, i.e. WT tumours (WT), WT non-tumours (WNT), KO tumours (KT), KO non-tumours (KNT), WT normal livers (WN) and KO normal livers (KN). **A** The cluster analysis of samples based on expression profiles of all the genes, **B** the volcano analysis of differentially expressed genes (DEG) between KO and WT tumours, Gene Set Enrichment Analysis (GSEA) of KEGG cell cycle (**C**) and hepatocellular carcinoma (**D**) gene sets

### Deletion of miR-181ab1 increases expression of E-Cadherin

The miR-181 family has been widely reported to mediate TGF-beta signalling and EMT [16, 19, 40]. 

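The MSigDB sets of EMT and Smad2/3 target genes were not used here. A hand-written list of 11 EMT genes outside the proteins measured by the paper, 10 of which were tested, had a median log2 fold change of -0.03 between GKO and WT tumours, with 4 higher (camera, adjusted p = 0.626). Cldn1 alone had an unadjusted p under 0.05, with a log2 fold change of -1.21 (adjusted p = 0.424 from limma), and was singled out after its values were seen.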

After comparing DEGs with CGP and H gene sets in MSigDB, we found many DEGs were Smad2/3 targets or EMT hallmark genes, or regulated by TGF-beta superfamily ligands (Table 1). E-Cadherin is a key EMT marker. Its expression is reduced upon EMT. Analysis of E-cadherin in liver tumours by immuno-histochemical staining (Fig. 4A, B) and in isolated liver tumour cells by Western blotting (Fig. 4C, D) showed a significant increase in the protein expression level of E-Cadherin in GKO tumour cells compared with WT tumour cells. The expression of other EMT markers, such as Snail, Slug, and N-Cadherin, in liver tumour tissues was also examined with western blotting (Fig. 4E, F). The results showed that the protein expression levels of N-Cadherin but not Snail and Slug were significantly lower in GKO than WT tumour tissues, suggesting that deletion of miR-181ab1 partially reversed EMT in liver tumours independent of Snail or Slug.

**Table 1:** DEGs overlap with other gene sets in MSigDB

Gene set	Description	Overlap	k/K	FDR *q* value
Genes up-regulated in KO tumours vs WT tumours (502 genes in comparison)				
Hallmark_EMT	Genes defining EMT, as in wound healing, fibrosis and metastasis	31	0.155	3.16E−21
Lee_BMP2_targets_UP	Genes up-regulated in uterus upon knockout of BMP2	80	0.104	8.55E−44
Genes down-regulated in KO tumours vs WT tumours (340 genes in comparison)				
KOINUMA_targets_of_Smad2_or_3	Genes with promoters occupied by SMAD2 or 3 in HaCaT cells according to a ChIP-chip analysis	23	0.027	1.14E−04
ACEVEDLee_BMP2_ targets_DN	Genes down-regulated in uterus upon knockout of BMP2	24	0.027	9.92E−05

**Fig. 4:**
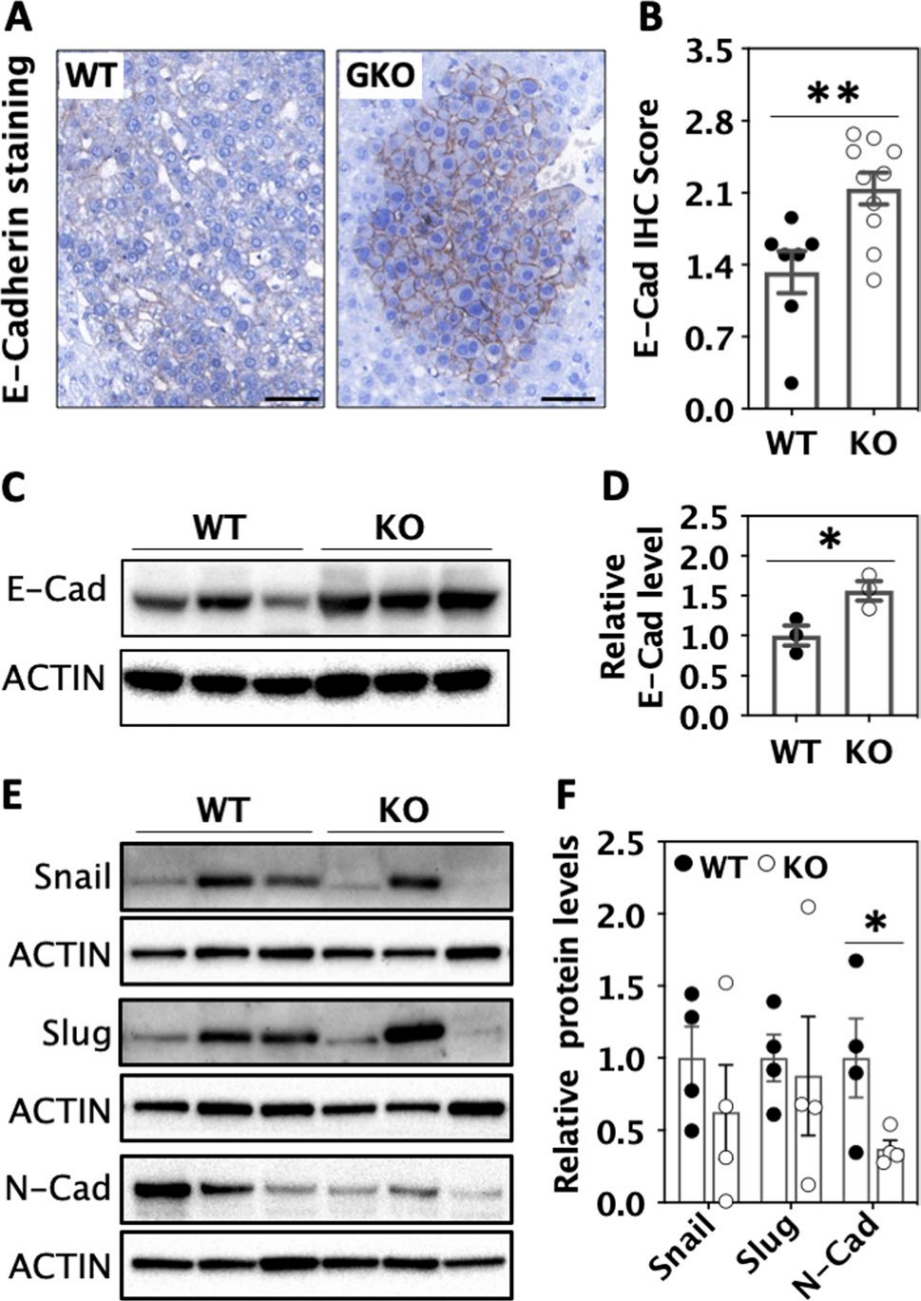
MiR-181ab1 plays a role in EMT. Tumours harvested from wild type (WT) and global knockout (GKO) mice treated with DEN for 34 weeks. **A** Micrographs and **B** quantification of E-cadherin (E-Cad) immuno-histochemical staining. **C** Micrographs and **D** quantification of E-cadherin (E-Cad) Western blotting of primary liver tumour cells. **E** Micrographs and **F** quantification of Snail, Slug, and N-cadherin (N-Cad) Western blotting of primary liver tumour tissues (*n* = 4). Note: Snail and Slug share ACTIN with WNT10a and DUSP4 in Fig. 5 as the same membranes were used. Data were compared with unpaired Student’s *t* test in Prism, *p < 0.05, **p < 0.01

### Identification of CBX7 as a strong miR-181 target candidate regulating liver tumour progression

In searching for individual genes or pathways that mediate the functions of miR-181 in liver tumour progression, we firstly compared DEGs with known miR-181 targets as listed in the miRTarbase [41]. Then we found that 123 miR-181 target genes were altered in GKO tumours compared with WT tumours (Fig. 5A, B). 

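The targets listed in miRTarBase were not used here. Sites for miR-181 were instead read from the 3′ UTRs of GENCODE mouse release 21, as matches to positions 2 to 8 of the miRNA (7mer-m8) or these followed by an A (8mer). Of 11759 tested genes with a 3′ UTR, 2069 had such a site. Their median log2 fold change between GKO and WT tumours was 0.09, against 0.10 for genes without a site, a difference of -0.02. Of 209 control words of the same base composition, 132 gave a difference as large. Among the genes that were higher in GKO tumours at an unadjusted p under 0.05, 86 of 623 (13.8%) had a site. The share was 14.3% (32 of 224) among those more than 2-fold higher and 10.5% (33 of 314) among the genes that were lower, against 17.6% of all genes tested.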

We presumed key miR-181 targets would be lower in liver tumours than non-tumour tissues in WT mice. 

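Between WT tumours and WT non-tumours, 592 of 14003 genes had an adjusted p under 0.05, 302 higher and 290 lower in tumours. In 24.8% of the genes the groups did not overlap, where chance gives 10%. The count was 1533 with all 18 samples in one fit, 1363 without WT tumour 3, 163 without WT tumour 2, 182 without WT tumour 1, 198 without WT non-tumour 1 and 214 without WT non-tumour 3. The largest rises and falls were taken among genes with an adjusted p under 0.05 whose groups did not overlap. The largest rises were those of Afp (log2 fold change 8.33, standard error 1.41, adjusted p = 0.0264 from limma), Tff3 (8.09), Akr1c18 (7.41), Gpc3 (6.93) and Csn3. The last was at least 1470-fold higher, as the WT non-tumours were at the floor. The largest falls were those of Cyp2c54 (-5.72), Cyp4a10 (-5.34), Cyp2c50 (-5.3), Cyp2c38 (-5.28) and Nat8 (-5.21). The Cyp2c genes are close paralogs whose reads the authors' counting could have split among them. All 10 had an adjusted p under 0.05 by this choice. Afp lost it without each of WT tumours 1 and 2 and WT non-tumours 1, 2 and 3 (0.103, 0.0922, 0.101, 0.0523 and 0.0976). Nat8 lost it without WT tumour 1 (0.0517) or 2 (0.0541). WT non-tumour 2 differed from the other non-tumours, with a median of its 26 periportal genes of -0.85 on the log2 scale relative to theirs.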

MiR-181 target genes would be significantly up-regulated (> twofold) in KO tumours compared to WT tumours (Fig. 5B). We identified 16 genes that met these criteria (Supplemental data, Figure S3A). 

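All 16 genes of Figure S3A were higher in GKO than WT tumours, with log2 fold changes from 0.89 to 3.33, and 12 were more than 2-fold higher. Their groups did not overlap in 13 of the 16. None had an adjusted p under 0.05 over all genes, 14 had an unadjusted p under 0.05 and 14 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. Between WT tumours and WT non-tumours, 14 of the 16 were lower, 7 with an unadjusted p under 0.05, 5 when adjusted over the list alone and 4 (Ndrg2, Aldh3a2, Rgs5 and Angptl2) over all genes. Rgs5 and Angptl2 lost this call when single samples were left out, with an adjusted p of up to 0.0791 and 0.121, both without WT tumour 2. Fads1 (log2 fold change 0.28) and Ankrd1 (0.31) were higher in WT tumours, both within the spread of the replicates (unadjusted p = 0.435 and 0.365 from limma). Both comparisons use the same WT tumours. In 3′ UTRs, Adam11 and Cbx7 held 2 8mer sites for miR-181 each, Aldh3a2 held 1 8mer and 1 7mer-m8, Scd1 held 1 8mer, Ndrg2, Otud1 and Tgfbi held 1 7mer-m8, and the other 9 genes held neither.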

Then, we compared the expression of these 16 genes in three iClusters of human HCC in which the miR-181 expression was higher in iClust1 than iClust2 or iClust3. We found the expression levels of 5 genes, namely Scd1, Tef, Ndrg2, Aldh3a2, and CBX7, were decreased in iClust1 compared with iClust2 or iClust3 liver tumours (Supplemental data, Figure S3B). Thus, Scd1, Tef, Ndrg2, Aldh3a2, and CBX7 are the most likely candidates for mediating effects of miR-181 on liver tumour progression (Fig. 5C). 

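Scd1 (chromosome 19, 44394455 to 44407879, minus strand) had 285 ± 14.6 TPM (SD, n = 3) in WT tumours and 1474, 331 and 1731 TPM in GKO tumours 1 to 3, a log2 fold change of 1.73 (standard error 0.60, adjusted p = 0.511 from limma). Tef (chromosome 15, 81802421 to 81826863, plus strand) had 10.8 ± 4.32 and 36.4 ± 15.6 TPM (SD, n = 3 each), a log2 fold change of 1.63 (standard error 0.40, adjusted p = 0.374 from limma). Across the 12 livers without tumour, its level followed that of genes of the circadian clock. Ndrg2 (chromosome 14, 51905271 to 51914158, minus strand) had 163 ± 24.4 and 408 ± 124 TPM, a log2 fold change of 1.28 (standard error 0.29, adjusted p = 0.366), and with all 18 samples in one fit its adjusted p was 0.0355. Aldh3a2 (chromosome 11, 61223417 to 61267464, minus strand) had 29.3 ± 14.9 and 78.7 ± 33.5 TPM, a log2 fold change of 1.45 (standard error 0.53, adjusted p = 0.525). In WT non-tumours the mean was 895 ± 686 TPM for Scd1, 24.8 ± 15.7 for Tef, 790.1 ± 137 for Ndrg2 and 252 ± 66.0 for Aldh3a2 (SD, n = 3 each). WT tumours against these gave log2 fold changes of -1.35 for Scd1 (adjusted p = 0.233 from limma), -0.98 for Tef (0.349), -2.26 for Ndrg2 (0.00563) and -3.20 for Aldh3a2 (0.0158). The adjusted p of Aldh3a2 was 0.0512 without WT tumour 1, 0.0596 without WT non-tumour 1 and 0.0618 without WT non-tumour 3.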

Scd1 is dispensable for liver cancer formation [42]. Tef and Ndrg2 promote tumour cell survival and metastasis [43, 44]. The expression level of Aldh3a2 is increased in human HCC compared to normal liver tissues according to the Human Protein Atlas and GEPIA [45, 46], but it does not predict human HCC survival [4]. Thus, we focussed on CBX7 as the most likely mediator of miR-181 effects in liver cancer progression.

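Cbx7 (chromosome 15, 79915807 to 79971119, minus strand) had 0.298, 0.469 and 2.31 TPM in WT tumours 1 to 3, from 16, 25 and 132 reads, and 2.67, 1.55 and 3.29 TPM in GKO tumours, from 160, 82 and 175 reads. The groups overlapped, since WT tumour 3 was above GKO tumour 2. The log2 fold change was 0.89 (standard error 0.40, adjusted p = 0.572 from limma; unadjusted 0.0631) and stayed between 0.63 and 1.31 with each tumour left out in turn. At these low levels the added 1 shrinks it, and with 0.1 added it was 1.61. WT non-tumours had 3.11 ± 2.15 TPM, GKO non-tumours 4.27 ± 0.701, WT normal livers 2.54 ± 1.16 and GKO normal livers 2.97 ± 1.67 (SD, n = 3 each). WT tumours against WT non-tumours gave a log2 fold change of -0.99 (standard error 0.53, adjusted p = 0.355 from limma), and GKO tumours against GKO non-tumours gave -0.61 (adjusted p = 0.140). From the expression of its 5 candidates in these mice and in human HCC, and from published work on Scd1, Tef, Ndrg2 and Aldh3a2, the paper reasons that CBX7 is the gene to follow.

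**Figure D2:**
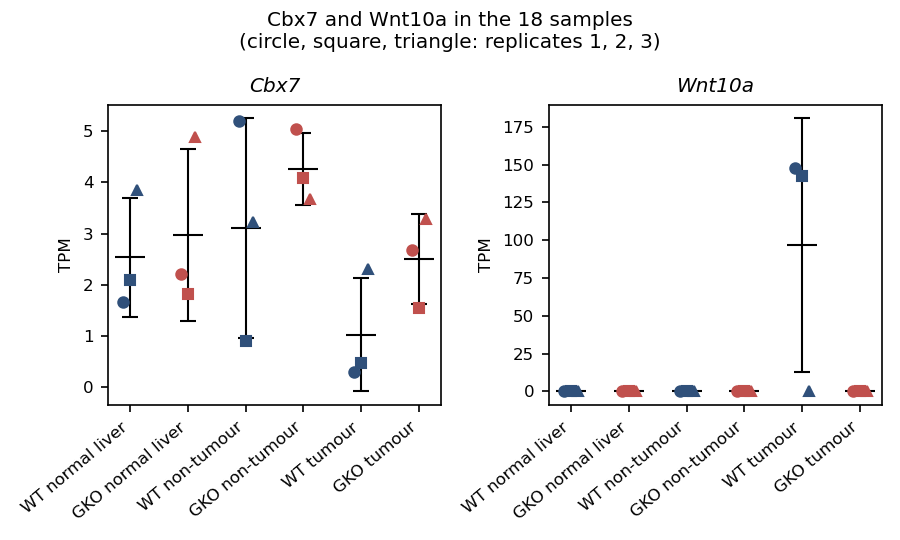
Expression of Cbx7 and Wnt10a in TPM (vertical axis) in WT (blue) and GKO (red) samples of each tissue; circles, squares and triangles are replicates 1, 2 and 3, and bars show mean ± SD of the 3 samples. Cbx7 in WT tumour 3 (2.31 TPM) lies within the range of the GKO tumours (1.55 to 3.29 TPM), and Wnt10a is high in WT tumours 1 and 2 alone (148 and 142 TPM) and at 0 in WT tumour 3.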

**Fig. 5:**
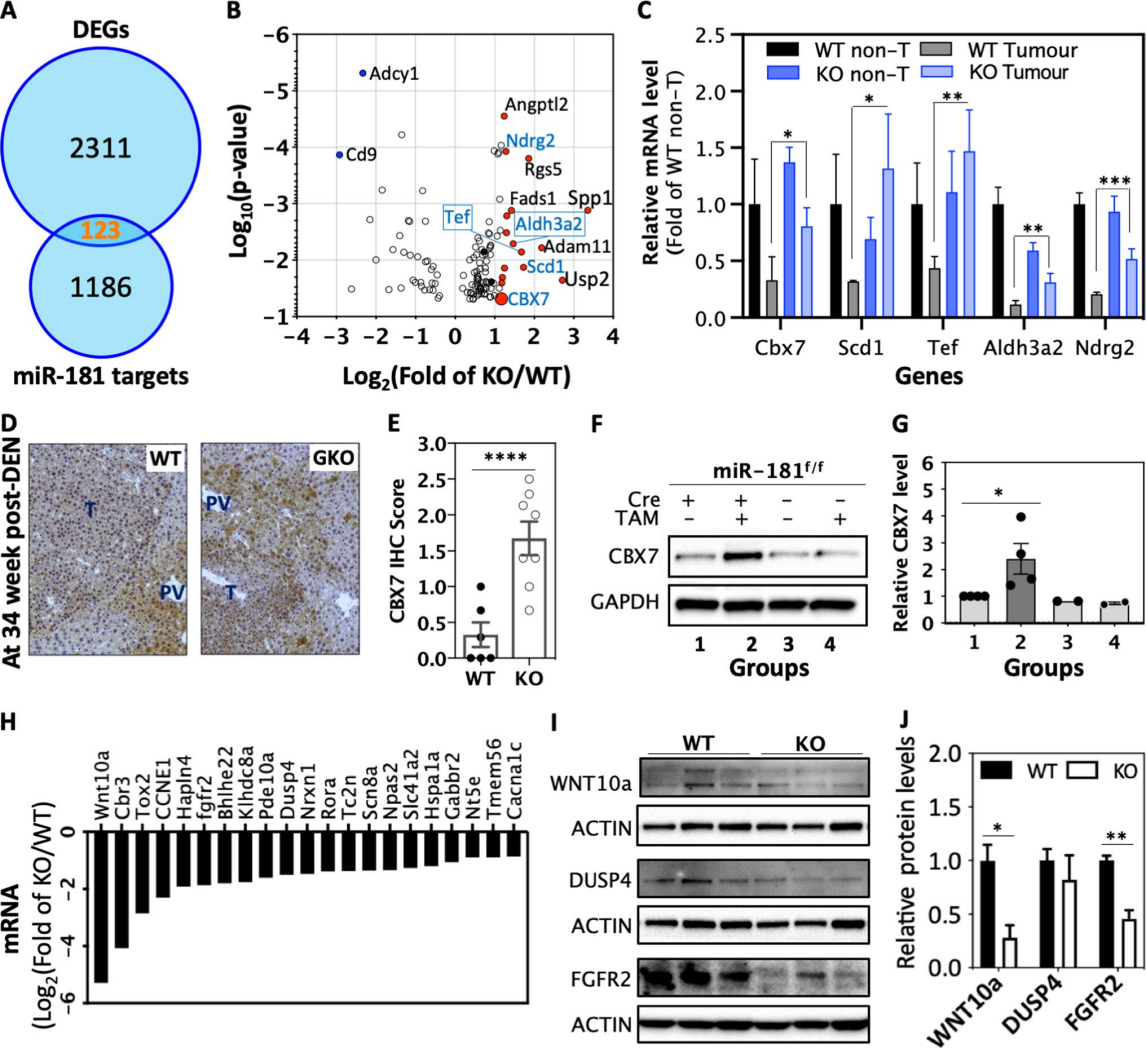
CBX7 is a strong candidate for mediating effects of miR-181 on liver tumour progression. **A** Differential expressed genes (DEGs) in miR-181ab1 WT and KO liver tumours were compared with miR-181 target genes, which were obtained from miRTarbase. **B** Expression levels of 123 overlapped genes were shown in a volcano graph. **C** Five candidates of miR-181 target genes and their expression levels in WT and KO tumour and non-tumour (non-T) tissues. Data were compared with unpaired Student’s *t* test in Prism, *p < 0.05, **p < 0.01, ***p < 0.001. **D** and **E** CBX7 expression in miR-181 WT and global knockout (GKO) tumours harvested from mice treated with DEN for 34 weeks. **F** and **G** Tumour cells isolated from the miR-181 flox (miR-181^f/f^) liver tumours with or without tamoxifen (TAM) inducible Cre were treated with TAM and CBX7 expression was examined with Western blotting assays. *p < 0.05, Kruskal–Wallis test. **H** Top CBX7 target genes in DEGs down-regulated in miR-181 KO tumours compared to WT tumours. **I** and **J** WNT10a, DUSP4 and FGFR2 expression in miR-181 WT and KO liver tumour tissues (*n* = 4). Note: WNT10a and DUSP4 share ACTIN with Snail and Slug in Fig. 4 as the same membranes were used. Data were compared with unpaired Student’s t test in Prism, *p < 0.05, **p < 0.01

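The 3′ UTR of the Cbx7 transcript examined is 2509 nucleotides long and holds 2 8mer matches to miR-181, TGAATGTA, which start at nucleotides 2014 and 2321 of the UTR and lie 307 nucleotides apart. On chromosome 15 of mm10 they span 79916298 to 79916305 and 79915991 to 79915998 on the minus strand. The sequences around them, read along the transcript, are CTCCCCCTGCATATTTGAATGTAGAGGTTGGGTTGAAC and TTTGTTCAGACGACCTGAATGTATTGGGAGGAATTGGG.

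**Figure D3:**
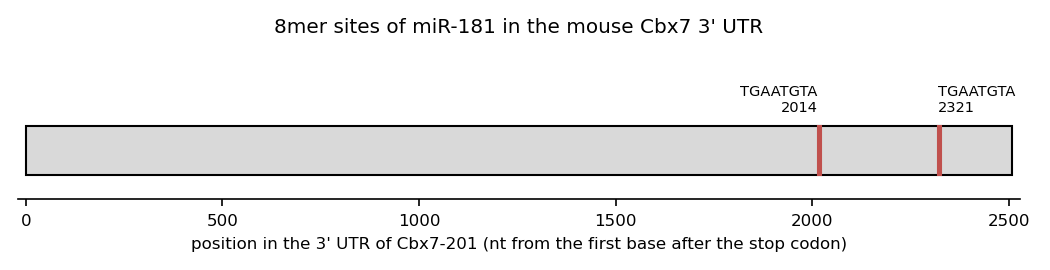
Map of the 2509 nucleotides of this Cbx7 3′ UTR, drawn to scale from its 5′ end along the horizontal axis (nucleotides), with the miR-181 8mer matches marked at 2014 and 2321.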

CBX7 contains two miR-181-binding sites (Supplemental data, Figure S4) and has been independently demonstrated to be a miR-181 target by multiple groups [17, 23, 24]. Furthermore, CBX7 had been demonstrated to be a liver cancer suppressor [24, 47]. We showed that levels of CBX7 protein were significantly increased in GKO tumours compared to WT tumours (Fig. 5D, E). To further examine whether CBX7 upregulation could actually be induced by miR-181ab1 KO, we treated iKO mice with DEN to form primary liver tumours from which we then established primary liver tumour cell lines. In these iKO liver tumour cells, miR-181ab1 could be knocked out with 4-hydroxy-tamoxifen (4-OH-TAM) (supplementary data, Fig. S2B). We found levels of CBX7 protein were increased in 4-OH-TAM treated iKO primary liver tumour cells compared with their parental cells or 4-OH-TAM-treated Cre negative primary liver tumour cells (Fig. 5F, G), confirming miR-181ab1 KO up-regulated CBX7 expression.

CBX7 is a component of the polycomb repressive complex 1 (PRC1). It usually functions by inhibiting gene expression [23, 48, 49]. 

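Of the 592 genes that Table S3 lists as CBX7 targets, 587 were found by symbol and 237 had enough expression in tumours to be tested. Between GKO and WT tumours their median log2 fold change was 0.14, with 149 of the 237 higher in GKO tumours (camera in limma, adjusted p = 0.672). At an unadjusted p under 0.05, 36 differed, and none did after adjustment over all genes. The direction turned to lower among genes with a mean of at least 5 TPM (a camera p of 0.277) and without GKO tumour 2 (0.897).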

We presumed that CBX7 target genes, at least some CBX7 target genes, would be down-regulated in miR-181 KO tumours compared to WT tumours if CBX7 was functional. 

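Of the 488 genes lower in GKO tumours at an unadjusted p under 0.05, 15 (3.07%) were CBX7 targets, against 1.70% of the genes tested (odds ratio 1.89, Fisher's exact test, p = 0.0292). Among the 266 that were more than 2-fold lower, 10 (3.76%) were (odds ratio 2.32, Fisher's exact test, p = 0.0156). Targets were also found among 21 of the 750 higher genes (2.80%, odds ratio 1.73, Fisher's exact test, p = 0.0274), and among 8 of the 275 more than 2-fold higher ones (2.91%, odds ratio 1.76, p = 0.147). The p of the overlap with lower genes was 0.309 without GKO tumour 1, 0.144 without GKO tumour 2, 0.0653 without WT tumour 1, 0.0505 without WT tumour 2 and 0.215 without WT tumour 3, and the odds ratio was 3.22 without GKO tumour 3.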

We collected CBX7 targets based on whole-genome ChIP-sequencing data (Supplementary data, Table S3) and compared these CBX7 target genes with 532 down-regulated genes in KO tumours compared with WT tumours [49, 50]. 

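Wnt10a (chromosome 1, 74791516 to 74804179, plus strand) had 148, 142 and 0 TPM in WT tumours 1 to 3 and 0, 0.149 and 0.0494 TPM in GKO tumours. The GKO tumours were all at the floor, which makes the mean of the WT tumours at least 651-fold higher, though WT tumour 3 had no reads. The adjusted p from limma was 0.537, and 3.12e-04 without WT tumour 3. Ccne1 (chromosome 7, 38097984 to 38107534, minus strand) had 54.5, 43.5 and 7.66 TPM in WT tumours and 5.03 ± 1.00 (SD, n = 3) in GKO tumours, a log2 fold change of -2.22 (standard error 0.67, adjusted p = 0.465 from limma). Without WT tumour 3 it was -3.06, with an adjusted p of 0.00917. Fgfr2 (chromosome 7, minus strand, starting at 130162451) had 19.1 ± 7.77 TPM in WT tumours (SD, n = 3) and 0.252, 9.86 and 16.8 TPM in GKO tumours, a log2 fold change of -1.62 (standard error 0.94, adjusted p = 0.652), or -0.47 without GKO tumour 1. Dusp4 (chromosome 8, 34807297 to 34819894, plus strand) had 5.63 ± 2.58 and 1.54 ± 0.212 TPM (SD, n = 3 each), a log2 fold change of -1.31 (standard error 0.32, adjusted p = 0.374 from limma), and its adjusted p was 0.0456 without WT tumour 3. Of the 21 genes drawn in Fig. 5H, 20 were tested and all 20 had a lower mean in GKO tumours. The groups did not overlap in 9 of them. None passed the adjusted threshold over all genes, 11 had an unadjusted p under 0.05, and 8 passed when adjusted over the list alone, a list that was itself chosen on these samples and so is not independent evidence.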

We found that 3.8% of top down-regulated DEGs in GKO tumours were CBX7 targets, including Wnt10a, CCNE1, FGFR2, and DUSP4 (Figs. 3B and 5H). Due to the limited availability of suitable antibodies, only some of them could be validated with western blotting on liver tumour tissues, confirming that Wnt10a and FGFR2 were down-regulated in GKO compared with WT liver tissues (Fig. 5I, J). Thus, CBX7 was identified as a strong candidate for mediating the effects of miR-181ab1 on liver tumour progression.

### Overexpression of CBX7 inhibited liver tumour progression

The role of CBX7 expression in tumours is not clear. It has been linked to inhibition of primary tumour progression in vivo once tumours were already established, but also plays an oncogenic role in some cancers [51, 52]. Thus, we examined whether increased stable expression of CBX7 by rAAV with piggyBac transposase-mediated somatic integration in established primary WT tumour cells could inhibit tumour progression in vivo. Stable expression of CBX7 was evidenced in the majority of tumour cells at the end of experiments (Supplemental data, Fig. S5). CBX7-AAV treatment dramatically reduced the size of primary liver tumours by 96% compared with controls, i.e. GFP-AAV, in mice (Fig. 6A, C) without an alteration in the number of tumours (Fig. 6B). Furthermore, increased CBX7 greatly reduced tumour proliferation as measured by PCNA (Fig. 6D, E), and one CBX7 target, cyclin E1, which is essential for liver cancer progression [53, 54], was significantly reduced upon increased CBX7 expression (Fig. 6F, G).

**Fig. 6:**
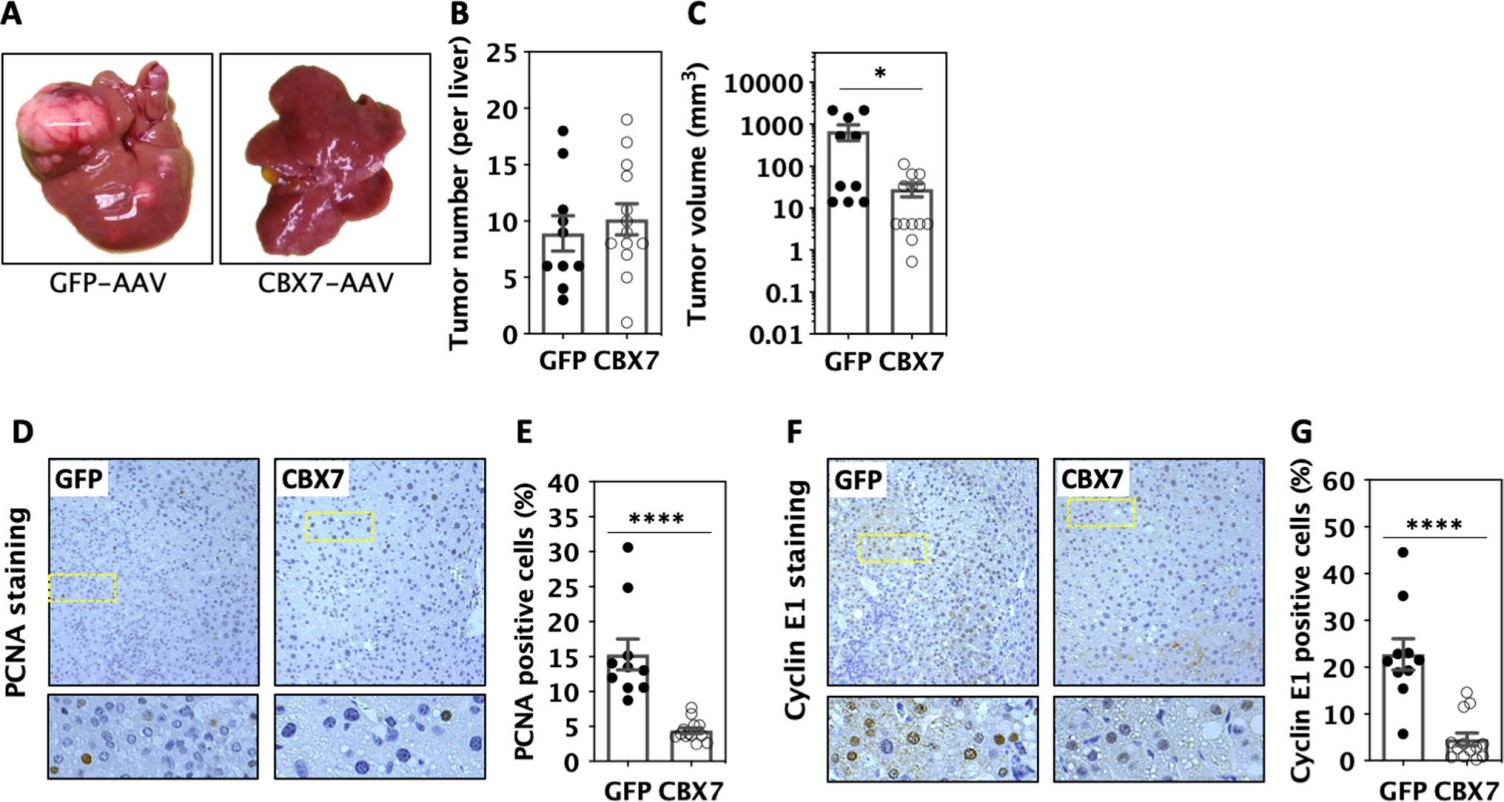
CBX7 expression inhibited liver tumour progression in vivo. DEN-treated mice received rAAVs at week 20 post-DEN and were harvested at week 34 post-DEN injection. **A** Macrographs of livers with tumours. GFP-AAV: controls, CBX7-AAV: treatments. **B** Liver tumour number in mice treated with CBX7-AAV and GFP-AAV. **C** Maximum size of liver tumours in CBX7-AAV and GFP-AAV-treated mice. **D** Micrographs and **E** quantifications of PCNA immuno-histochemical (IHC) staining. **F** Micrographs and **G** quantifications of Cyclin E1 IHC staining. Data were analysed by unpaired t test after data transformation if needed, ****p < 0.0001

In summary, WT tumours showed lower levels of CBX7 expression than miR-181ab1 KO tumours (Fig. 5D, E) and restored- or over-expressed CBX7 repressed liver tumour progression in WT mice (Fig. 6A–C). Thus, down-regulation of CBX7 was essential for the progression of liver tumours.

### CBX7 deletion restores progression of miR-181 KO primary liver tumours

To address whether the miR-181-CBX7 pathway was critical for liver tumour progression, liver tumours were induced with DEN in liver-specific miR-181ab1 and CBX7 double knockout (DKO) mice and their progression was examined. As expected the size of liver tumours in LKO was reduced compared with WT mice at 34-week post-DEN administration (Fig. 7A, B). The size of liver tumours in the DKO mice was restored to a similar level to that seen in WT mice (Fig. 7A, B). Expressions of both cyclin E1 and PCNA in DKO tumours were also increased to a similar level as that of WT tumours (Fig. 7C–F). Thus, these results confirmed that up-regulation of CBX7 was essential for liver tumour inhibition in miR-181ab1 KO mice.

**Fig. 7:**
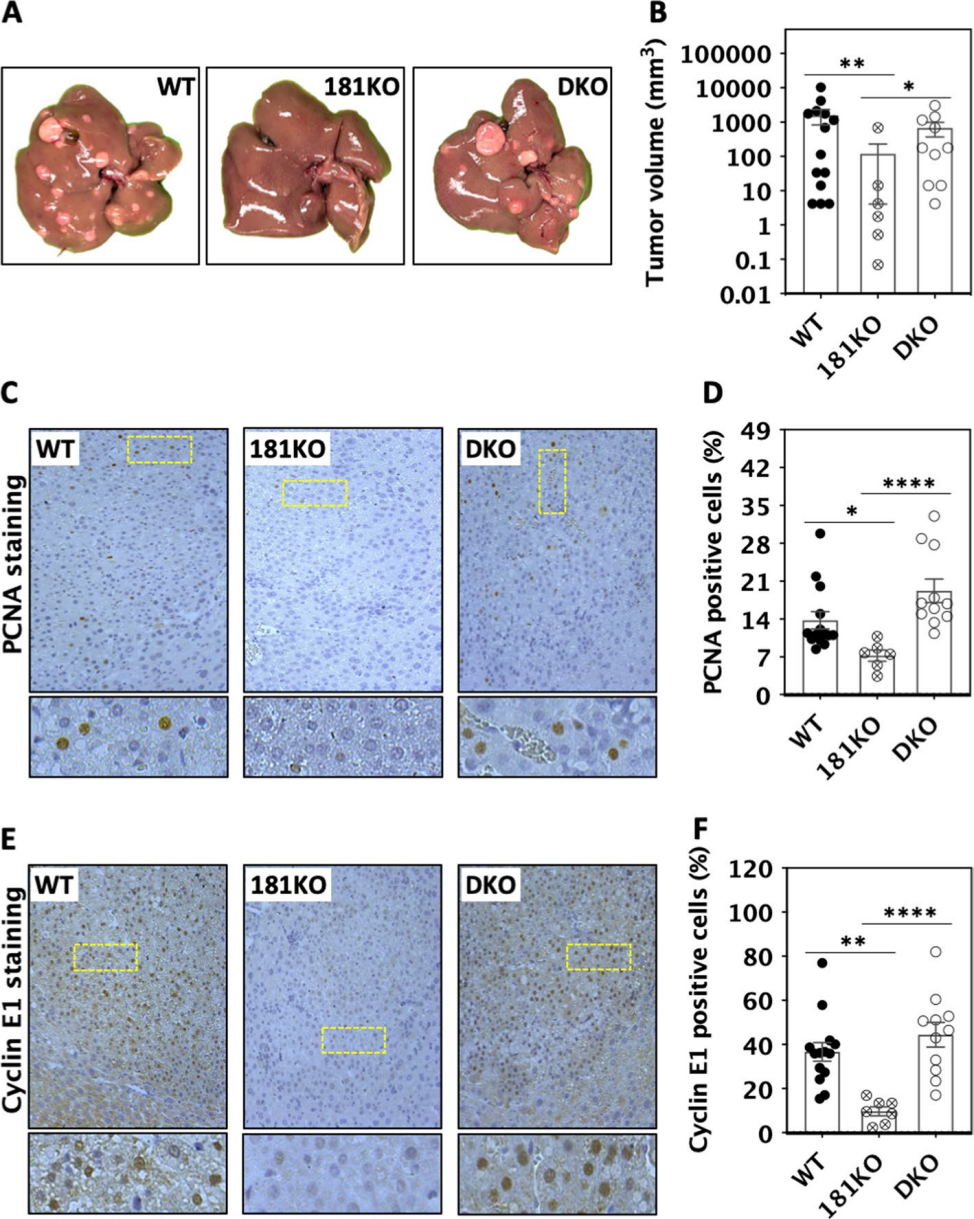
CBX7 deficiency restored the progression of miR-181 KO liver tumours. Non-tumourous liver and tumour samples were harvested at week 34 post-DEN injection. **A** Macrographs of livers with tumours. 181KO: hepatocyte-specific miR-181 KO; DKO: hepatocyte-specific miR-181 and CBX7 KO. **B** Maximum size of liver tumours. **C** Micrographs and **D** quantifications of PCNA immuno-histochemical (IHC) staining. **E** Micrographs and **F** quantifications of Cyclin E1 IHC staining. Data were analysed by Kruskal–Wallis, *p < 0.05, **p < 0.01, ****p < 0.0001

### The miR-181-CBX7 axis in human HCC

It has been previously shown that miR-181a expression in human HCC is increased in iClust1 compared with iClust2 or iClust3 HCCs [4]. Thus, we analysed CBX7 expression in the TCGA liver cancer (TCGA-LIHC) data and found the iClust1 HCCs had significantly lower expression levels of CBX7 than either iClust2 or iClust3 HCCs (Fig. 8A). 

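Bhlhe22 had 6.37, 4.51 and 0.102 TPM in WT tumours 1 to 3 and 0.449 ± 0.747 (SD, n = 3) in GKO tumours of the mice, a log2 fold change of -1.41 (adjusted p = 0.620 from limma). Klhdc8a had 5.86 ± 3.95 and 1.18 ± 0.233 TPM (SD, n = 3 each), a log2 fold change of -1.51 (adjusted p = 0.374), which passed the threshold with all 18 samples in one fit (0.0355). Pde10a had 2.53, 2.84 and 0.0441 TPM in WT tumours and 0.0790 ± 0.0522 (SD, n = 3) in GKO tumours, a log2 fold change of -1.17 (adjusted p = 0.560 from limma). Without WT tumour 3 the log2 fold change of Pde10a was -1.77, with an adjusted p of 0.0275.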

Expression levels of seven CBX7 targets, namely Wnt10a, Ccne1, Fgfr2, Bhlhe22, Klhdc8a, Pde10a, and Dusp4, which had been significantly inhibited in miR-181ab1 KO compared to WT tumours in mice (Fig. 5H), were also significantly lower in either iClust2 or iClust3 than iClust1 HCCs (Fig. 8A). Thus, the expression of miR-181, CBX7, and CBX7 targets follows patterns of expression within human HCC subtypes consistent with regulation of a miR-181/CBX7 axis. In addition, TCGA-LIHC survival data showed that HCC patients with the highest level of CBX7 mRNA (either alone or in combination with miR-181 levels) had significant longer survival than other patients (Fig. 8B, C).

**Fig. 8:**
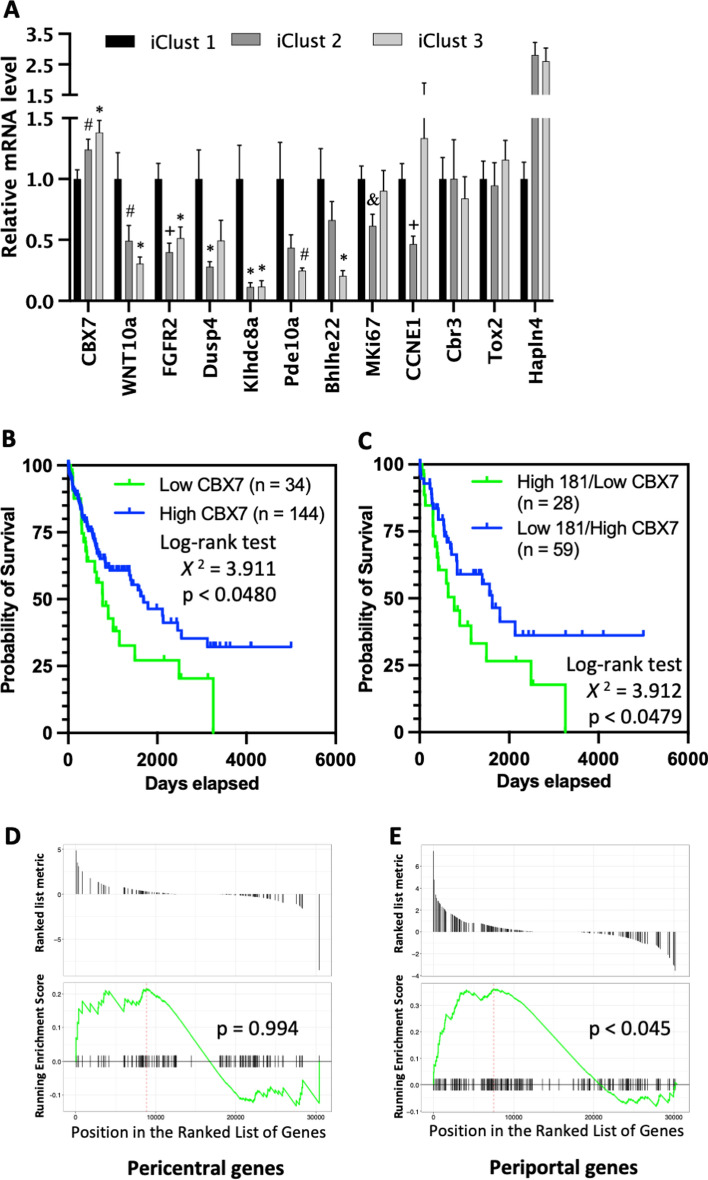
Relevance of miR-181/CBX7 in human HCC. **A** Expression levels of CBX7 targets in three iCluster subclasses of TCGA liver cancer. Brown-Forsythe and Welch ANOVA tests, compared to iClust1 of the same gene, #*p* < 0.05, & *p* < 0.01, *p < 0.005, + *p* < 0.0005. **B** Correlation of tumour CBX7 expression levels with survival of human HCC patients. **C** Correlation of tumour miR-181 expression with survival of human HCC patients. Results of computing overlaps between miR-181 loss-up-regulated genes and the **D** pericentral or **E** periportal hepatocyte gene set

Apart for the iCluster sub-classification of human HCC, other broader subtypes have been also analysed. These include the proliferative and non-proliferative subclasses [1, 55]. Non-proliferative HCCs that have a better outcome have been further subclassed into periportal-type HCC (ppHCC) and perivenous-type HCC (pcHCC) [55]. The ppHCC represents 29% of all HCCs and expresses wild-type b-catenin, has low TP53 mutation rate, and has the lowest potential for early recurrence after curative resection. We postulated that our low-proliferative miR-181 KO liver tumours may resemble the ppHCC subtype, as miR-181ab1 KO tumours showed increased expression of some genes, such as CBX7 and FOXP2, which were mainly expressed in periportal hepatocytes (periportal genes) (Supplemental data, Fig. S6A-B; Fig. 5D, E). To this end, we compared genes up-regulated by miR-181 KO with a set of periportal genes and confirmed miR-181 KO tumours had enriched expression of periportal genes (Fig. 8E), but not genes that are mainly expressed in pericentral hepatocytes (pericentral genes) (Fig. 8D).

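The periportal and pericentral gene sets of the paper were not used here, and lists of 26 genes each, written by hand from common zonation markers, took their place. Between GKO and WT tumours, the 26 periportal genes had a median log2 fold change of -0.07, with 12 higher (camera, adjusted p = 0.402). At an unadjusted p under 0.05, Cyp2f2, Igf1 and Uox were higher and Hal was lower. The 24 pericentral genes tested had a median of 0.14, with 14 higher (adjusted p = 0.978). At an unadjusted p under 0.05, Cyp27a1, Cyp2c29 and Rgn were higher and Slc1a4 was lower. These 8 genes were singled out after their values were seen. No gene of either list differed after adjustment. The camera p of the pericentral genes, 0.952 with all tumours, was 0.00428 without GKO tumour 1, higher in GKO tumours, and 0.0171 without GKO tumour 2, lower in them. Their direction was also reversed without WT tumour 3 (0.834) and with 0.1 in place of 1 added to the TPM (0.824).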

## Discussion

This study provides many valuable and novel findings. First, miR-181ab1 is a key driver of liver tumour growth. Second, there is a clear link between miR-181 and CBX7, which is critical for mediating the effects of miR-181 on liver tumour progression. Finally, miR-181ab1-deficient liver tumours have low proliferation rates.

Consistently, miR-181 has been identified as a potential promoter of HCC development in several studies [16, 18, 19, 22]. For example, Wang et al. reported hepatic miR-181b promotes choline-deficient and L-amino acid-defined (CDAA)-induced liver cancer development [19]. Ji et al. showed miR-181 was a critical player in EpCAM-positive hepatic cancer stem cells [18]. Our results, for the first time, clearly show that hepatic miR-181 is involved in tumour growth and progression using several tissue-specific miR-181ab1 knockout mice. Hepatic miR-181 mediation of HCC tumour growth was also supported by in vitro experiments and other literature using cell lines in other models [16, 22, 40]. On the other hand, only GKO had suppressive effects on the initiation of tumours, suggesting miR-181 KO in an unknown cell population or multiple cell populations may be required to restrict tumour initiation.

Identification of miR-181 targets responsible for the effects of miR-181 on liver tumour progression is vital not just for understanding how miR-181 KO reduces liver tumour progression but also for discovering new therapeutic targets. In combination with other studies, the current study demonstrated that CBX7 as a conserved tumour suppressor mediated the effects of miR-181 on liver tumour progression. First, CBX7 has been identified by several independent studies to be a miR-181 target [23, 24]. Second, the deletion of miR-181 leads to an increase in CBX7 expression in vitro and in vivo. Third, CBX7 overexpression inhibited liver tumour progression, supporting findings by Forzati et al. who demonstrated CBX7 loss caused spontaneous liver cancer formation in mice [56]. Fourth, CBX7 knockout restored miR-181 loss-induced liver tumour inhibition. Progression of DEN-induced liver tumours was similar between wild type and CBX7 single KO mice, largely indicating that CBX7 deficiency did not override any other type of suppressive effect (Supplemental data, Fig. S7). Finally, miR-181 and CBX7 were inversely expressed in human HCC [22, 57]. Thus, these compelling pieces of evidence strongly support CBX7 playing a major role in mediating the effect of miR-181 on liver tumour progression.

CBX7 is a component of the Polycomb repressive complex 1, which maintains the transcriptionally repressive state of many genes via chromatin remodelling and modification of histones [47, 50, 58]. CBX7 interacts with diverse regulatory proteins and thus alters the expression of its direct downstream targets [58, 59]. CBX7-mediated tumour suppression is in part through inhibition of of cyclin E1 [56, 60]. This notion was strongly supported in this study, but cyclin E1 expression in iClust3 HCCs (with low miR-181 and high CBX7 expressions) is not lower than that in iClust1 HCCs. Unfortunately, we could not explore this relationship in another human HCC database due to the lack of expression profiles of microRNAs and CBX7. In addition, we showed that several other CBX7 targets were down-regulated at the transcriptional level in both miR-181 KO mouse liver tumours and iClust3 human HCCs. Low levels of FGFR2 and WNT10a protein were confirmed. However, more studies of the miR-181/CBX7 axis are needed, especially on human HCC samples, to thoroughly examine the roles of CBX7 targets and partners (such as cyclin E1, HDAC2, and TWIST) in HCC progression and their underlying mechanisms [56, 58, 59, 61, 62].

Primary liver tumours still formed in GKO mice. These miR-181ab1 KO tumours had lower proliferative rate and primary liver tumour cells derived from miR-181ab1-deficient tumours still can grow in vitro, though much slower than WT tumour cells. Indeed, genes associated with human periportal-type low-proliferative HCCs were enriched in miR-181 knockout tumours. It raises the possibility that further investigations of miR-181 knockout tumours could serve as a model to study therapies in the low-proliferative HCC subtype, which is currently under-represented in HCC cell lines [63]. Thus, a miR-181ab1-deficient liver tumour mouse model may also have significant implications for the study of low-proliferative human HCC.

This study has several limitations. First, the miR-181/CBX7 axis clearly played a vital role in DEN-induced liver cancer animal models (the DEN model), but this may not always be the case in other liver cancer animal models. For example, TIMP3 was reported to mediate promoting effects of miR-181b on tumour progression in CDAA-induced liver cancer in which TIMP3 was down-regulated [19]. In contrast, TIMP3 expression was increased in human HCC compared with normal tissue [45]. 

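Timp3 (chromosome 10, 86300372 to 86349506, plus strand) had 1.27 ± 0.487 TPM in WT tumours and 0.657 ± 0.209 in WT non-tumours (SD, n = 3 each), without overlap, a log2 fold change of 0.44 (standard error 0.24, adjusted p = 0.360 from limma). GKO tumours had 2.93 ± 1.33 TPM and GKO non-tumours 0.281 ± 0.112 (SD, n = 3 each), a log2 fold change of 1.56 (standard error 0.27, adjusted p = 0.0166 from limma). The latter adjusted p was 0.0542 without GKO non-tumour 2, 0.0757 without GKO non-tumour 3 and 0.0550 with no filter on low values. The difference between the 2 log2 fold changes was 1.12 (adjusted p = 0.417).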

TIMP3 expression was also consistently increased in DEN-induced liver tumours compared with non-tumour livers. Expression levels of TIMP3 were similar between DEN-induced miR-181 KO and WT tumours in mice (data not shown). Thus, the effect of miR-181 in different tumours with different genetic changes may be mediated by diverse genes [22, 64]. 

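Timp3 was higher in GKO than WT tumours by a log2 fold change of 0.76 (standard error 0.31, adjusted p = 0.544 from limma, unadjusted 0.0432), and over the alternatives and left-out samples its adjusted p lay between 0.185 and 0.987.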

The DEN model lacks some vital features in human liver cancer development, such as chronic liver inflammation and liver fibrosis. Thus, additional animal models, especially models with chronic liver inflammation and liver fibrosis, may be needed to further explore the miR-181/CBX7 axis in hepatocarcinogenesis [65–67]. Second, the miR-181/CBX7 axis might play a role in some human HCCs only, as only one-third of human HCCs show high miR-181 and low CBX7 expressions [4]. Thus, it is vital to analyse more human samples or databases other than TCGA to fully understand the connection between miR-181 and CBX7 in different subtypes of human HCC.

Furthermore, one of the issues not addressed in this study was the potential mechanisms responsible for increased miR-181 expression in HCC. First, we and others have shown that TGF-beta increased miR-181 expression and EMT in hepatocytes and promoted tumour progression [16, 40, 68]. The current study showed that miR-181ab1 loss altered the expression levels of TGF-beta signature genes, suggesting miR-181 might also regulate the TGF-beta pathway. This notion has been confirmed in squamous cell carcinoma [69]. However, further investigations are needed to examine detailed aspects of molecular regulations between miR-181, the TGF-beta pathway, and EMT. Second, others have shown that the WNT/beta-catenin signalling pathway transcriptionally activated miR-181 expression in human HCC [70]. In contrast, we found liver tumours had similar expression levels of active beta-catenin protein in DEN-treated GKO and WT mice (data not shown), indicating miR-181 does not regulate the activity of beta-catenin.

## Conclusion

Liver-specific deletion of miR-181ab1 significantly inhibited the progression, but not initiation of DEN-induced liver tumours in mice. The effects of miR-181ab1 deficiency on tumour progression were mediated by CBX7. The miR-181-CBX7 axis plays a vital role in DEN-induced mouse liver cancers and probably in iClust1 human HCCs, offering new potential therapeutic targets for some subtypes of HCCs. MiR-181 deficient liver tumours may represent the non-proliferative peri-portal HCC subtype. Therefore, miR-181ab1 knockout mice may be of use as a new animal model to study therapeutic intervention in this subclass of human HCC.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The RNA-seq datasets generated during the current study are available in the GEO repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196008.

# Supplementary material for: Liver-specific deletion of miR-181ab1 reduces liver tumour progression via upregulation of CBX7
**Source:** Cell Mol Life Sci. 2022 Jul 22;79(8):443. doi: 10.1007/s00018-022-04452-6
**Supplement:** Supplementary file 1 — Supplementary file1

**Supplemental Figure S1**

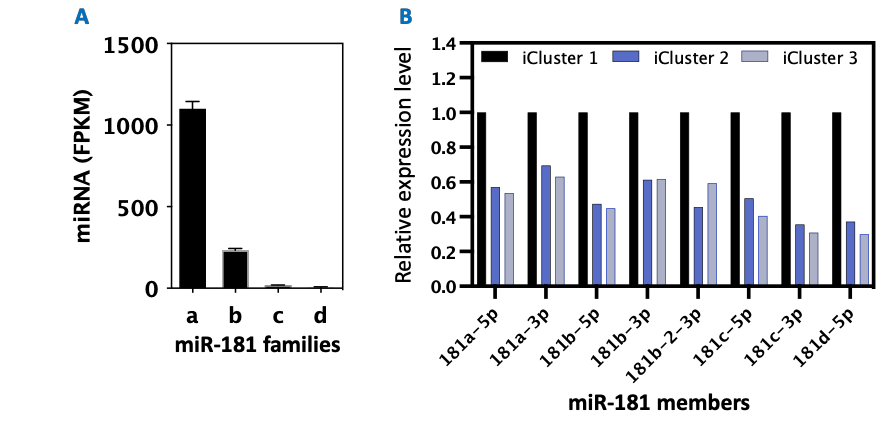

**Fig. S1. MiR-181 in human HCC.** TCGA liver cancer data were either downloaded from OncoLnc website or a paper published in Cell (doi: 10.1016/j.cell.2017.05.046). **(A)** Levels of miR-181 families in human HCC. **(B)** Levels of miR-181 members in each iCluster.

**Supplemental data**

**Supplemental experimental procedures**

**Materials**

Diethylnitrosamine (cat # N0258), collagenase IV (cat # C5138), hydrocortisone (cat # H2270), insulin (cat # I9278), and 4-Hydroxytamoxifen (4-OHT, cat # H7904) were purchased from Sigma–Aldrich (Sydney, Australia). Antibody against CBX7 was ordered from Millipore/Mark (cat # 07-981). Antibodies against CBX7 (cat # ab21873), FOXP2 (cat # ab16046), DUSP4 (cat # ab216576), WNT10a (cat # ab106522), beta-actin (cat # 197277), and GAPDH (cat # ab9482) were bought from Abcam (Cambridge, CB4 0FL, UK). Antibodies against PCNA (cat # 13110s), CDH1 (cat # 3195s), cyclin E1 (cat # 20808), cyclin D1 (cat # 2978), Snail (cat # 3879), Slug (cat # 9585), CDH2 (cat # 4061), and FGFR2 (cat # 23328) were obtained from Cell Signaling Technology (Danvers, MA, USA).

**Supplemental experimental procedures**

**Mouse genotyping**

PCR genotyping protocol was used to genotype Cre-positive and flox mice. Primers were provided by the donating investigator of strains (Supplemental data, Table S1). Genomic DNA was prepared from ear tissues as reported previously ^[^[^1^](#_ENREF_1)^]^. Examples of genotyping results were shown in Figure S2.

**Table S1 Primers used in the genotyping**

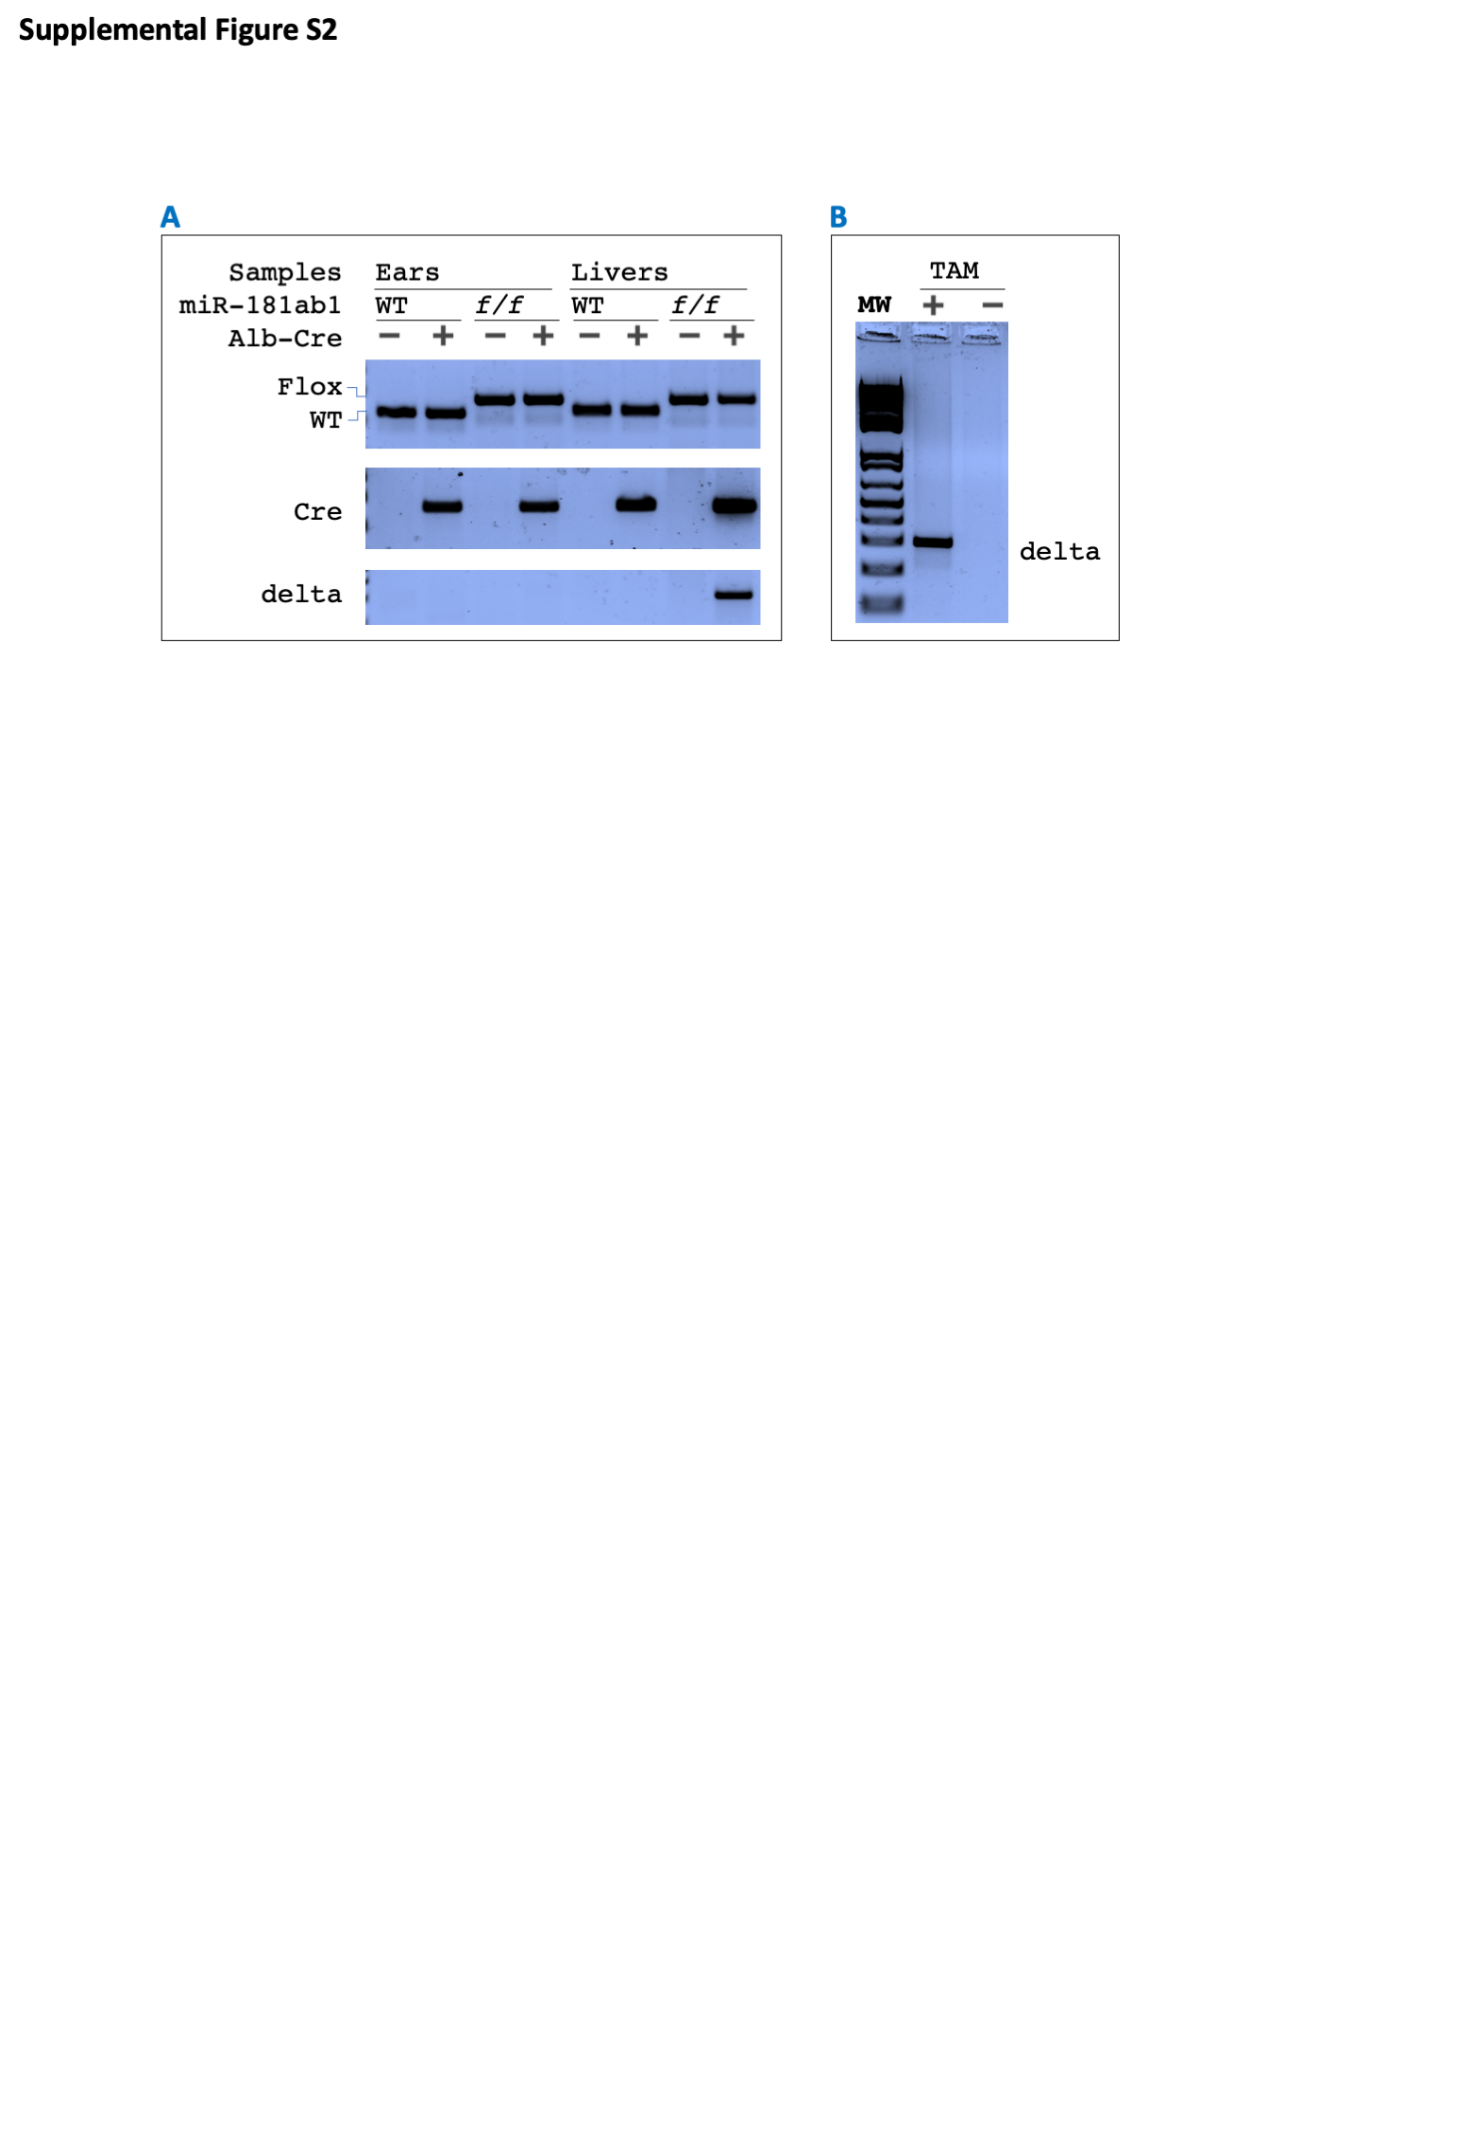
**Supplemental Figure S2**

**Fig. S2. Genotyping examples of miR-181ab1 knockout mice.** Ear punches, liver tissues, or liver tumour cells were collected. Quick DNA purification protocol from the Jackson Laboratory was used to extract DNA. Three pairs of primers were used to detect flox, Cre and deletion (delta) samples. **(A)** In miR-181ab1^f/f^:AlbCre mice: PCR products of miR-181ab1 deletion were detected in livers only, not ears, of floxed and Cre positive mice. **(B)** In miR-181ab1^f/f^:R26Cre^ER^ mice or isolated liver tumour cells: PCR products of miR-181ab1 deletion were detected after the tamoxifen (TAM) treatment. MW: molecular weight.

**DEN-induced liver cancer mouse model**

The DEN-induced primary liver cancer mouse model has been previously reported ^[^[^2^](#_ENREF_2)^]^. In brief, DEN (25 mg/kg) was injected once intraperitoneally (i.p.) into male pups at postnatal day 12~14. Wild type and gene knockout littermates were housed in the same cage (2~6 mice per cage), and were euthanized by CO_2_ inhalation at 19- and 34-week post-DEN injection. Visible tumours (≥0.5mm) on the surface of each liver were counted and their size was measured with a calliper without knowing the genotype, which was examined after DEN injection or even after mice were euthanized. The tumour volume was calculated with the formula for the volume of a sphere. Tumour tissues, their surrounding non-tumour tissues and age-matched healthy liver tissues were collected and either fixed in 10% neutral buffered formalin or snap frozen for further analysis.

**Histopathological analysis**

Paraffin tissue sections (4μm) of livers were cut and stained with haematoxylin and eosin (H&E). Early stage tumours were identified and quantified on H&E sections as described previously ^[^[^2^](#_ENREF_2)^]^. Briefly, the number of foci per liver section and the area of each liver section were measured and results expressed as the number of foci per mm^2^.

The immunohistochemistry used to detect protein expression of genes and TUNEL (Roche) staining used to detect apoptosis were described previously ^[^[^2^](#_ENREF_2)^]^. The percentage of TUNEL-, PCNA- and cyclin D1-positive cells were quantified with the help of FIJI software. A Semi-quantitative immuno-histochemical assay was applied to expression of CBX7 and other factors, i.e. the intensity of staining was graded as negative (0), weak (1), moderate (2) and strong (3).

**Western blotting**

The level of protein expression was determined with Western blotting as described previously ^[^[^3^](#_ENREF_3)^]^.

**Reference:**

[1] Truett GE, Heeger P, Mynatt RL, Truett AA, Walker JA, Warman ML. Preparation of PCR-quality mouse genomic DNA with hot sodium hydroxide and tris (HotSHOT). Biotechniques 2000;29:52, 54.

[2] Chen J, Qi Y, Zhao Y, Kaczorowski D, Couttas TA, Coleman PR, et al. Deletion of sphingosine kinase 1 inhibits liver tumorigenesis in diethylnitrosamine-treated mice. Oncotarget 2018;9:15635-15649.

[3] Qi Y, Wang W, Chen J, Dai L, Kaczorowski D, Gao X, et al. Sphingosine Kinase 1 Protects Hepatocytes from Lipotoxicity via Down-regulation of IRE1alpha Protein Expression. J Biol Chem 2015;290:23282-23290.

**Table S2 DEGS overlap with liver cancer gene sets in MSigDB**

**Supplemental data, Table S2**

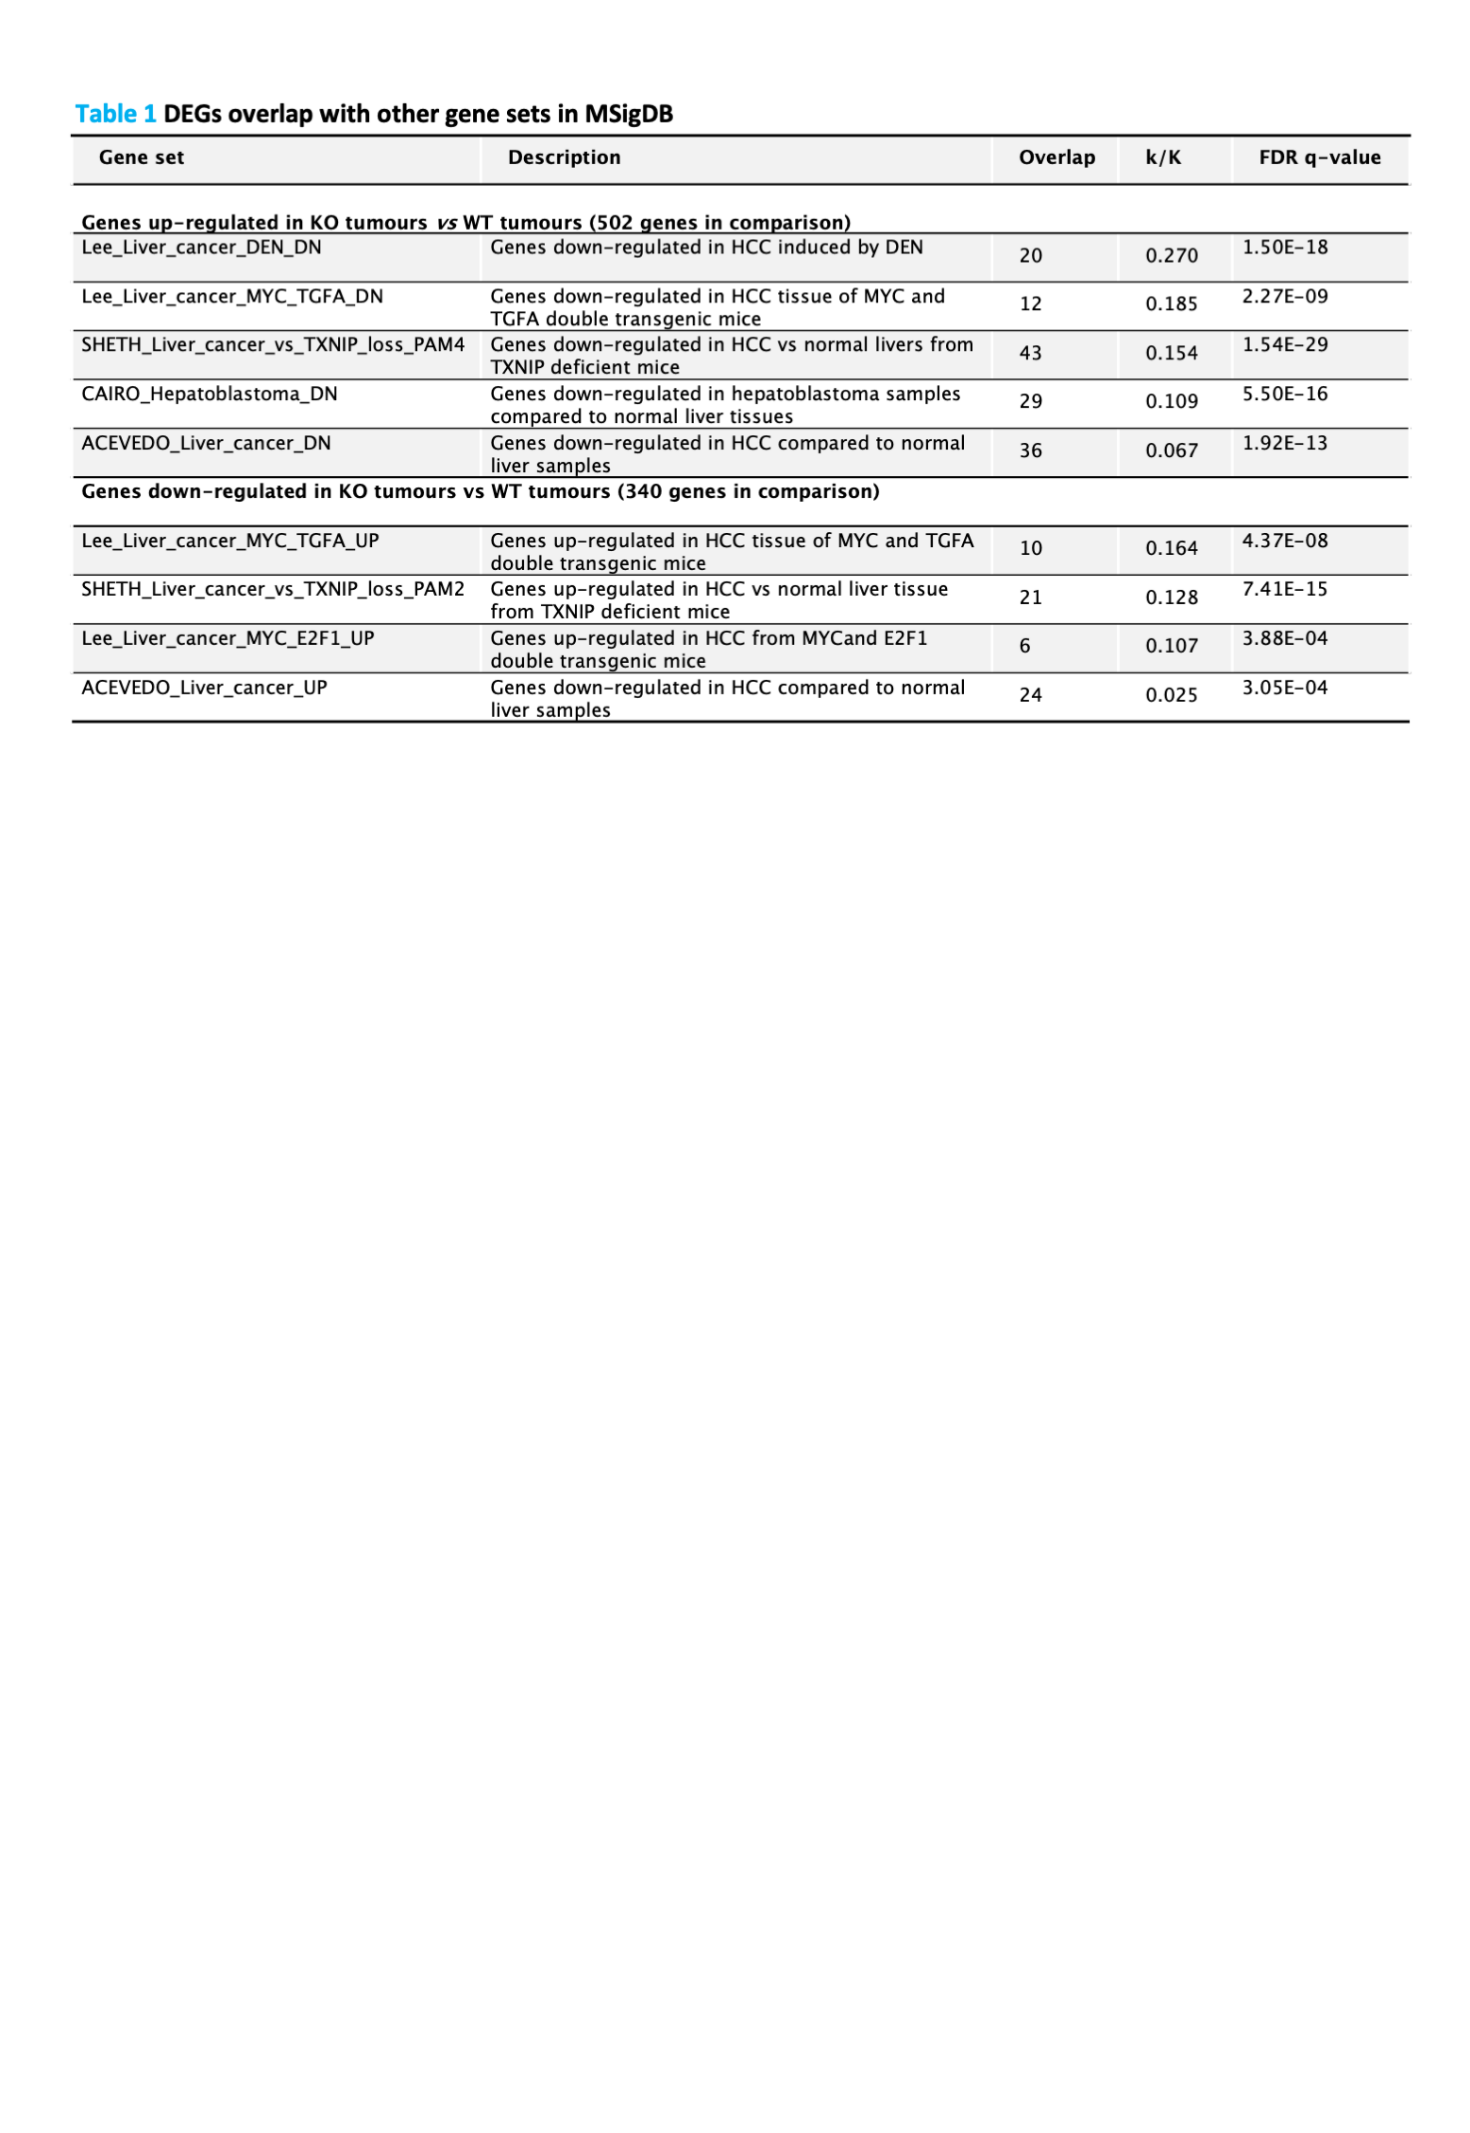

**Supplemental Figure S3**

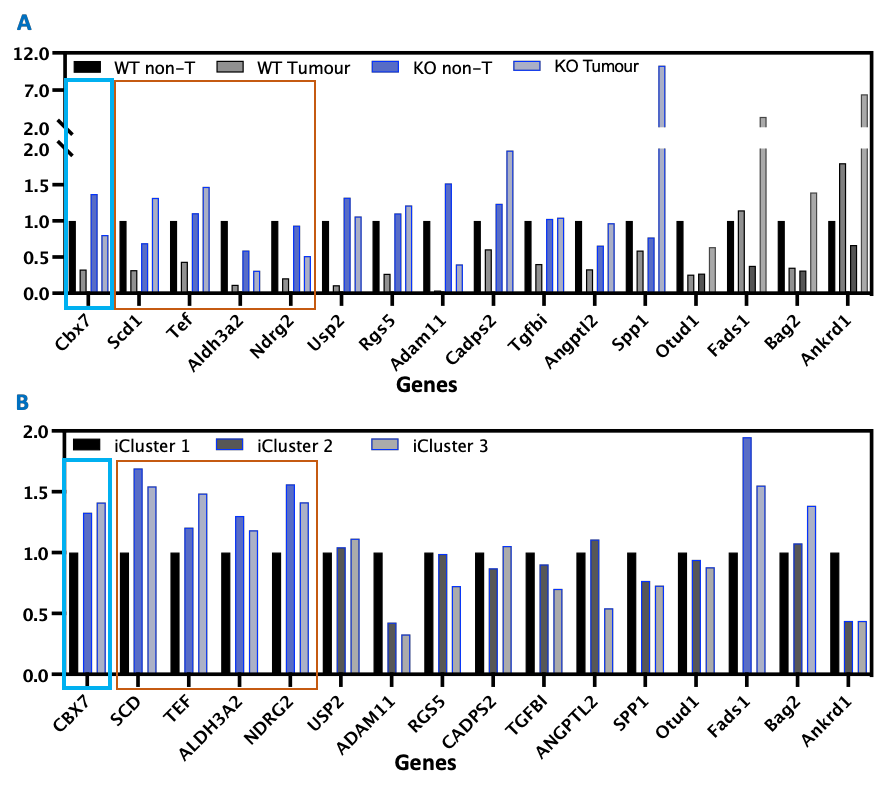

**Fig. S3. Differentially expressed miR-181 target genes.** There are sixteen top up-regulated miR-181 target genes in miR-181ab1 knockout (KO) tumours compared to wild-type (WT) tumours. **(A)** Relative mRNA levels of top up-regulated genes in non-tumour (non-T) and tumour tissues harvested from mice at week 34 post-DEN injection. 3 mice each group. **(B)** Relative mRNA levels of genes in iCluster 1, 2 and 3 human HCC.

**Supplemental Figure S4**

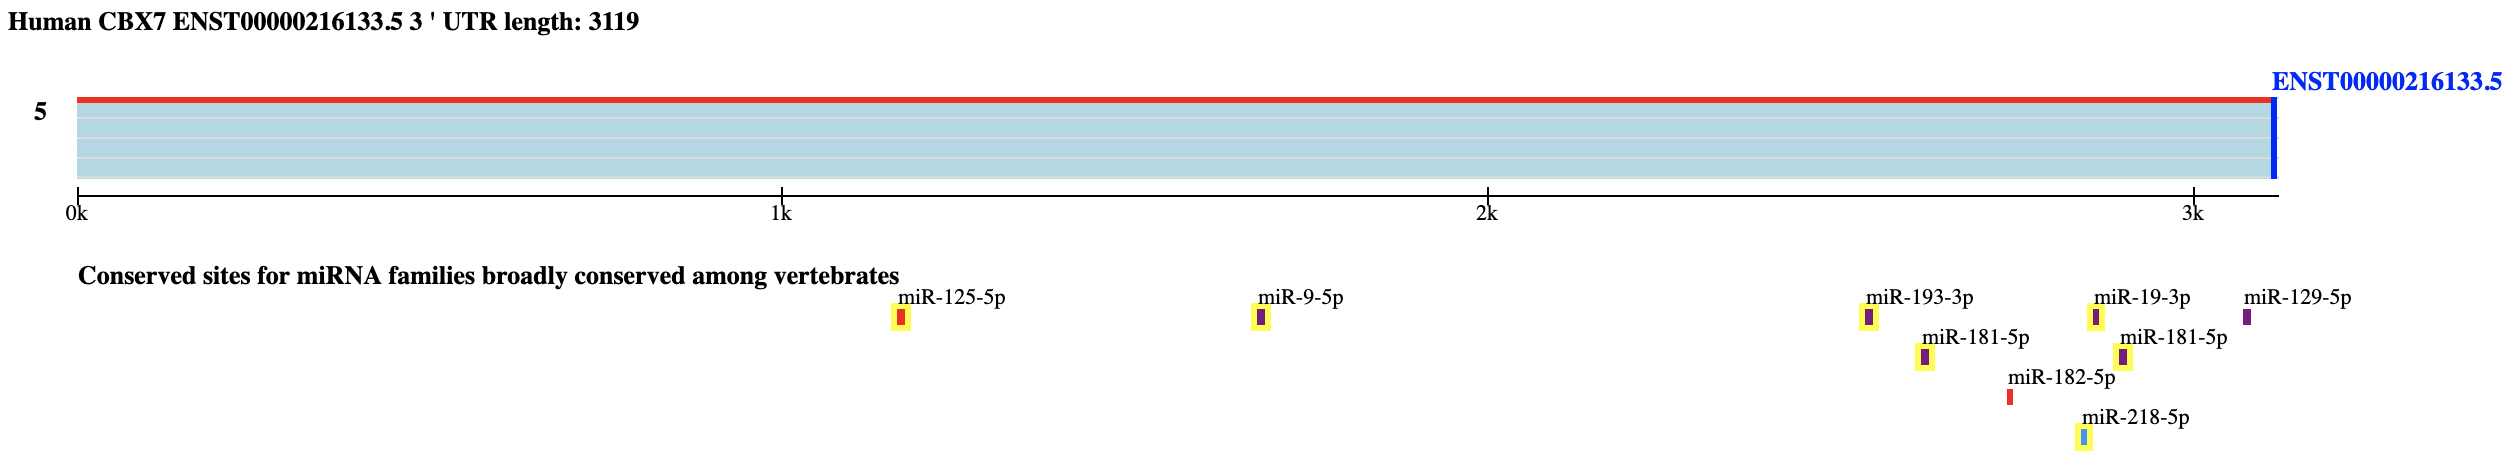

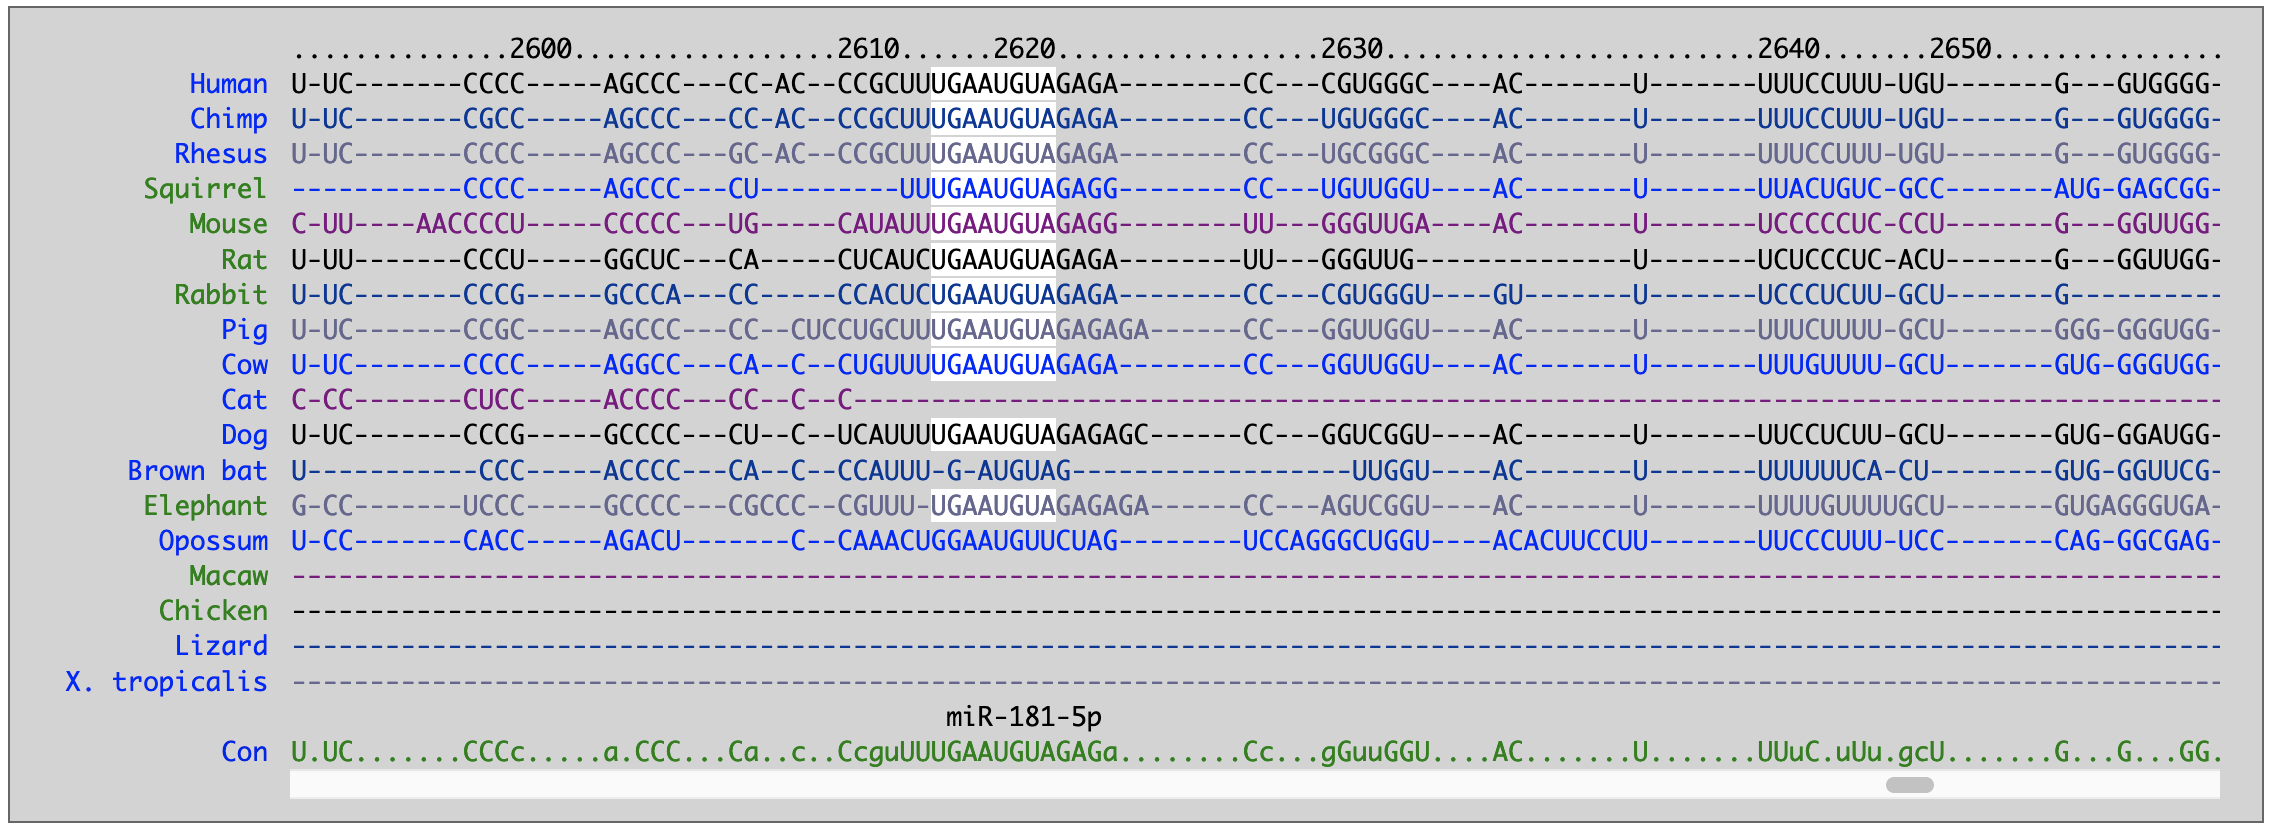

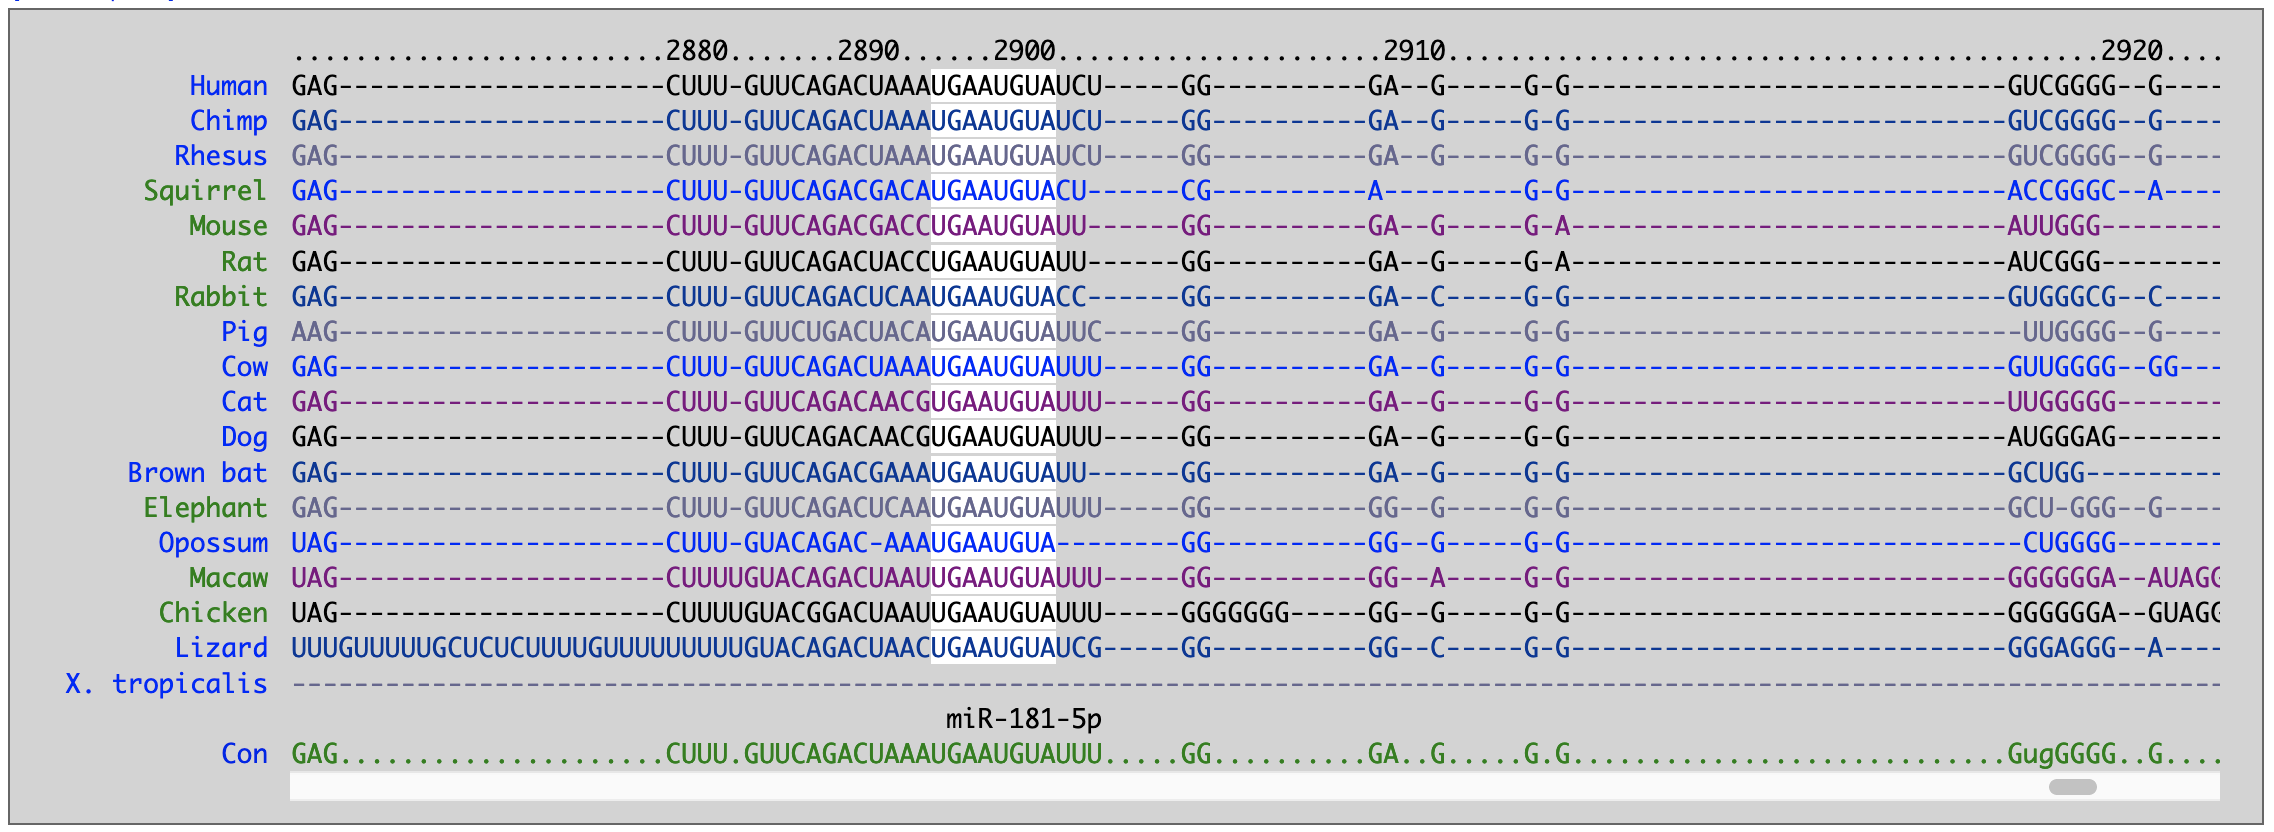

**Fig. S4. miR-181 target sites in CBX7.** There are two miR-181 target sites in the 3’ UTR of CBX7 according to TargetScan. There are around 300bp between two target sites. Both target sites are conserved among mammals. Agarwal V, et al. eLife 2015;4:e05005 doi: : 10.7554/eLife.05005. McGeary SE, et al. Science. 2019 Dec 20;366(6472):eaav1741. doi: 10.1126/science.aav1741.

**Supplemental data, Table S3**

**Supplemental Figure S5**

**Fig. S5. Long-term expression of genes delivered with recombinant AAV vectors in mouse livers.** Control GFP and CBX7 were delivered into mouse livers with the hybrid rAAV‐piggyBac gene therapy system, but the transposase-GFP was delivered with the conventional AAV system. Livers were harvested after 14 weeks of AAV administration (C~F). A few livers were collected at week 2 post-AAV administration (A). Paraffin liver sections were prepared and immunohistochemical staining (IHC) was used to detect GFP (A, B, C, E) and CBX7 (D, F). **(A)** Almost all of hepatocytes expressed GFP at week 2 post-AAV administration. **(B)** Transposase-GFP was sparsely detected in hepatocytes at week 14 post-rAAV administration. **(C)** Control GFP and **(D)** CBX7 were expressed in nearly all of non-tumour hepatocytes at week 14 post-AAV administration. **(E)** Control GFP and **(F)** CBX7 were expressed in most, but not all, tumour cells at week 14 post-rAAV administration.

**Supplemental Figure S6**

**Fig. S6. Protein expression levels of FoxP2 in liver tumours.** Immunohistochemical (IHC) staining was conducted on paraffin sections of liver tissues harvested from mice at week 34 post-DEN injection. **(A)** Microphotos of FoxP2 IHC staining, **(B)** Quantification of FoxP2 IHC staining. Data were analysed by unpaired t test in Prism, **p<0.01. PV: portal vein; T: tumour.

**Supplemental Figure S7**

**Fig. S7. Effects of hepatic CBX7 deletion on liver cancer formation.** DEN was injected intraperitoneally once into hepatic CBX7 knockout and control WT male pups at postnatal day 12~14. Liver tissues were harvested at 34-weeks post-DEN injection. Visible tumours on the surface of each liver were measured. Graph: Scatter dot plot with bar (Mean with SEM)

How the deposited data were processed for this re-analysis (not part of the article)

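RNA-seq values were examined for 18 samples in 6 groups of 3: tumours and non-tumour livers of DEN-treated WT and GKO mice, and normal livers of untreated WT and GKO mice. Samples were grouped by the genotype and tissue in their labels. The tumour and non-tumour samples share only replicate numbers, so they were not paired. Other experiments of the paper have no sequencing values and were not analysed here.

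The authors aligned the reads with STAR 2.7.3a, counted them with featureCounts 2.0.0 and deposited the counts as TPM, in which the reads of a gene are divided by its length and scaled to a sum of 1000000 per sample. The table had 54838 genes, with 101 symbols listed more than once and 0 columns without a sample. Genes were matched by Ensembl identifier, and 54809 were found in GENCODE mouse release 21, on mm10. TPM multiplied by exonic length gave whole numbers of reads, within 0.02, for 97.95% or more of the values of up to 30 reads in every sample. The reads on genes recovered this way ranged from 11925059 to 20751353 per sample, with a median of 16973797. Depth limited only genes near the floor of 3 reads. No sample pair had identical values. Xist was at 0.0339 TPM or less in all samples and Ddx3y at 12.5 TPM or more, the pattern of male mice.

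Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(TPM + 1), over genes with a mean of at least 0.5 TPM in the samples of the comparison. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The comparisons were GKO against WT tumours, tumours against non-tumour livers in each genotype, GKO against WT non-tumour livers and normal livers, and the difference of the genotype effect between tumours and non-tumour livers. Lists were tested with limma's camera at a preset correlation of 0.01, and again with fry and with camera at an estimated correlation. Camera's p-values were adjusted over 102 tests. The overlap with CBX7 targets was tested with Fisher's exact test, 2-sided, against the genes tested. Correlations across samples had permutation tests. Clustering used Ward's method on 1 minus Pearson's r. The other computations and the figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

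The genes named in the text are those that the paper names from these RNA-seq values (Figs. 3B, 5B, 5C and 5H and Figure S3A). TIMP3, for which the paper names no assay, is named as well. So are the genes of the EMT and proliferation proteins that the paper measured, and the miR-181 genes. In each comparison the 5 largest rises and 5 largest falls are named, among genes with an adjusted p under 0.05 whose groups do not overlap. Some further genes, most of them members of the lists below, are named as examples and were chosen after their values were seen, and genes related to Csn3 are named beside it. The lists were the CBX7 targets of Table S3 (587 of 592 found), S phase and G2/M phase genes (43 and 54), the Reactome Cell Cycle pathway (463 of 505), periportal and pericentral genes (26 each), clock genes with an evening (13) or morning (8) peak, and markers of fibroblasts (20), endothelial cells (14), macrophages (12), T cells (12), B cells (9), cholangiocytes (8) and hepatocytes (10), other EMT genes (11) and sex-linked genes (5). Apart from the further genes, these choices, the comparisons and most alternatives were made before the data were examined.

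The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 TPM, median centring, quantile normalization, all 18 samples in one fit, eBayes without a trend, a block for the replicate number, leaving out each replicate, other set tests, the Reactome set in place of the phase genes, a log2 fold change under -1 for the overlap, and Euclidean distance, Spearman correlation and average linkage for the clustering. Added after seeing the data were voom on the recovered reads, WT tumours 1 and 2 averaged as 1 sample, and fry and estimated correlations for fibroblast and endothelial genes in normal livers.

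The procedure was tested on simulated data with 200 genes changed by a log2 fold change of 2. These were drawn from genes with a mean of at least 5 TPM, and the noise of each gene was independent. The rates that follow therefore do not cover genes with fewer TPM or variation that genes share between tumours. At the spread of the tumours, 127 (63.5%) were called, with 7 false calls. At the spread of the normal livers, 171 (85.5%) were called, with 14 false calls. With 0.1 added to the log2 fold change of genes with a miR-181 site, the site test found 0.0974, and 0 of the 209 control words gave as much. A shift of -0.4 added to chromosome 14 in a normal liver was found as -0.372, with 0.061 the largest on any other chromosome. Left out were the KEGG, MSigDB and miRTarBase sets and the zonation sets of the paper, which were not used here.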

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

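The tests of shared sequence, of lower depth, of the time of collection, of a genotype effect on the clock, of the share of hepatocytes and of the parts of chromosome 9, and the regroupings other than those of the normal livers' lists, were chosen only after the result was seen.

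Csn3 and Gm36325 stood out because the effect of the genotype differed between tumours and non-tumour livers in a test of that difference (log2 -6.24, standard error 0.59, and -3.13, standard error 0.31, adjusted p = 0.00349 from limma for each). At an unadjusted p under 0.05, 1483 genes differed in this way. Both genes were higher in each of the 3 WT tumours than in any GKO tumour. Csn3 was at 0.0590 TPM or less in all non-tumours, so the difference arises in the tumours. With 0.1 added to the TPM the adjusted p was 0.217 for Csn3 and 0.327 for Gm36325, and with voom on the recovered reads, chosen after seeing the data, 0.419 and 0.527. Over all alternatives it ranged from 8.49e-06 to 0.419 for Csn3 and from 3.67e-05 to 0.527 for Gm36325. Reads shared with related genes are argued against by their sequences, since 3.43% of the 25-mers of Csn3 transcripts and 1.02% of those of Gm36325 occur in annotated transcripts of other genes. The related Csn1s1, Csn2, Csn1s2a and Csn1s2b were at 0 TPM in all 6 tumours. Copies outside the annotated transcripts were not searched. Lower depth in the GKO tumours is argued against by their median of 19324480 reads, above that of the WT tumours (18056236). Of 100 groupings of the 12 samples, the real one included, 19 gave as many genes with an adjusted p under 0.05, so a result of this size may come from grouping alone. An effect of the genotype and a difference between individual tumours also stay open, and 1 sample per tumour gives no way to part them.

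Genes of the circadian clock, which the paper does not discuss as a group, differed between GKO and WT tumours. The 13 genes that peak in the evening had a median log2 fold change of 1.03 with 12 of 13 higher (camera, adjusted p = 7.18e-08), a call that holds with fry (0.00942) and with an estimated correlation (0.0427). Among them 9 had an unadjusted p under 0.05, 7 passed when adjusted over the list alone and 0 over all genes. Tef and Usp2, 2 of the 13, are genes the paper picked from these samples. The genes that peak in the morning moved the other way, with a median of -0.77 and 1 of 6 higher, 3 (Arntl, Nfil3 and Npas2, the last also drawn in Fig. 5H) at an unadjusted p under 0.05, 2 adjusted over the list alone and 0 over all genes (a camera p of 1.63e-04, 0.0336 with fry and 0.0532 with an estimated correlation). Opposite movement of the 2 lists is what different times of day at collection would give, and this is a candidate explanation. A genotype effect on the clock could give it too. Neither the paper nor the labels give a time of collection. Of the 10 splits of the 6 tumours, 1 gave a camera p as small, the real one, and 10 splits cannot give a smaller share. The evening genes had a median of -0.0277 in GKO against WT non-tumours (6 of 13 higher) and of 0.62 in normal livers (13 of 13 higher, camera, adjusted p = 3.46e-06, 0.0725 with fry). The difference of the genotype effect between tumours and non-tumours was 1.12 (camera, adjusted p = 0.0562). A genotype effect on the clock in every liver would move the non-tumours too, and so would a time of collection shared with the tumours. The median in non-tumours did not show this. Yet the mean of the evening genes ran from 2.59 to 4.74 (log2) over single non-tumours, so a shift could be missed. These 2 explanations cannot be told apart, because no collection times are known and the labels do not pair the samples. An effect in tumours alone also stays open.

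Markers of fibroblasts and endothelial cells were higher in GKO than WT normal livers, samples for which the paper reports no such comparison. The fibroblast genes had a median log2 fold change of 0.66 with 16 of 16 tested higher (camera, adjusted p = 7.88e-12; 0.0152 with fry and 0.0315 with an estimated correlation). Of these 9 had an unadjusted p under 0.05, 7 passed adjusted over the list alone and 0 over all genes. The endothelial genes had a median of 0.56 with 12 of 13 higher (camera, adjusted p = 3.66e-10; 0.00461 and 0.0103), with 7, 3 and 0 genes at the same thresholds. Dcn, an abundant fibroblast gene chosen after its values were seen, had 44.8 to 59.4 TPM in GKO and 28.74 to 29.995 TPM in WT normal livers. The paper picked Rgs5 of the fibroblast list from these samples, so this list shares a gene with Figure S3A. Neither list shares a gene with another list tested with camera. Each list gave its camera p in 1 of the 10 splits of the 6 normal livers, the real one. Both calls kept their direction and threshold under every alternative run, the left-out livers included. Fewer hepatocytes in the GKO pieces would raise the markers of all other cells alike. The median was -0.0121 for T cell genes (3 of 7 higher), 0.0482 for B cell genes (5 of 8), 0.00 for hepatocyte genes (5 of 10), 0.23 for cholangiocyte genes (3 of 6) and 0.39 for macrophage genes (9 of 12). The cholangiocyte genes were higher with camera (adjusted p = 0.0374) and fry (0.0357), but not with an estimated correlation (0.0948). For the macrophage genes these values were 0.0977, 0.438 and 0.511. Fewer hepatocytes and a rise of fibroblasts and endothelial cells alone cannot be told apart, because the T and B cell genes are few, go both ways and mostly have few TPM. A larger share of stroma in the pieces of liver taken, and an effect of the genotype, may also give the pattern and remain open.

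In 2 tumours the genes of whole chromosomes moved together, relative to the samples without tumour. The mean shift was taken over 9457 genes on 19 autosomes, and the largest shift on 228 chromosomes of samples without tumour, 0.112, served as the limit. The limit came from chromosome 19 of WT non-tumour 2. WT tumour 3 passed it on 12 chromosomes, the largest shift being -0.38 on chromosome 14, followed by -0.32 on chromosome 8 and 0.22 on chromosomes 1 and 18. GKO tumour 3 passed it on 2, with -0.22 on chromosome 9 and 0.13 on chromosome 2, and the other 4 tumours passed it on 0. In the other samples without tumour the largest shift was 0.0641, on chromosome 18 of GKO non-tumour 2. The largest shifts of WT tumours 1 and 2 (-0.0803 and -0.0731) and of GKO tumours 1 and 2 (-0.0921 and -0.0692) exceed this. Their count of 0 therefore depends on WT non-tumour 2. After regression on GC content and gene length, 14 of the 14 shifts remained past the limit, which argues against these properties as the whole cause. The limit was then 0.103, and chromosome 18 in GKO tumour 3 (0.132) and chromosome 7 in WT tumour 3 (0.104) passed it too. The genes before and after the midpoint of the chromosome moved the same way in 13 of the 14, which argues against a few genes in 1 cluster for these. The exception is chromosome 9 in GKO tumour 3, where the genes before the midpoint moved by 0.0489 and those after it by -0.48. There a few strongly changed genes or 1 cluster are argued against by the median of the 262 genes after the midpoint, -0.506, with 193 of them (73.7%) lower, and by the medians of 5 equal groups of neighbouring genes, which ran from -0.65 to -0.20. A change in part of the chromosome stays open. Gains and losses of chromosomes in these tumours may underlie the other 13 shifts, but DNA was not analysed here.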

How the results depend on the processing

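Voom on the recovered reads, the averaging of WT tumours 1 and 2 and the other set tests for normal livers were chosen only after the results were seen.

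The clustering count (12 or 13), the clock genes between tumours (a p of 2.94e-10 to 0.0427, fry and the estimated correlation included), the periportal genes (0.104 to 0.919 over the left-out tumours) and the fibroblast and endothelial genes in normal livers kept their direction and threshold under all alternatives run for them. The counts of genes with an adjusted p under 0.05 in GKO against WT non-tumours and normal livers were 0 under every alternative.

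GKO against WT tumours gave 3 genes with an adjusted p under 0.05. The count was 0 with a pseudocount of 0.1, with no filter, with median centring, with the replicate block, with voom and with WT tumours 1 and 2 averaged, which left 1231, 1621, 1267, 1515, 1197 and 662 genes at an unadjusted p under 0.05. It was 78 with all 18 samples in one fit, and 0 to 147 across the 6 fits that each left out one replicate, with 147 without WT tumour 3 and 5 without GKO tumour 1. The count at an unadjusted p under 0.05 was 660 with a mean of at least 5 TPM, where fewer genes are tested, 662 with the averaged tumours and 621 (without WT tumour 1) to 2514 (without WT tumour 3) across the left-out replicates. Of the 1238 genes, 1184 kept this threshold with a pseudocount of 0.1.

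WT tumours against non-tumours (592 genes) gave 297 with no filter, 1533 with all 18 samples, 361 with the block, 185 with the averaged tumours and 163 (without WT tumour 2) to 1363 (without WT tumour 3) with a replicate left out. The unadjusted count was 1581 with a mean of at least 5 TPM, 1813 with the averaged tumours and 1799 to 3669 across left-out replicates. GKO tumours against non-tumours (1652 genes) gave 589, 1047 and 2627 with no filter, a mean of at least 5 TPM and all 18 samples, and 229 (without GKO non-tumour 3) to 1567 across left-out replicates. The unadjusted count was 2471 with a mean of at least 5 TPM and 2959 to 4732 across left-out replicates.

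In GKO against WT non-tumours the unadjusted count of 799 became 406 with a mean of at least 5 TPM, 1366 with all 18 samples, 515 with the block, and 384 (without GKO non-tumour 3) to 1522 (without GKO non-tumour 1) across left-out replicates. In normal livers the 519 became 789 with no filter and 162 with a mean of at least 5 TPM. The genotype effect differed between tumours and non-tumours in 2 genes, and in 0 with a pseudocount of 0.1 and with voom, 4 with no filter, 1 with a mean of at least 5 TPM, 12 with all 18 samples and 2 to 91 across left-out replicates (91 without WT tumour 3, 17 without GKO tumour 2 and 4 without WT non-tumour 1). At an unadjusted p it was 859 with a mean of at least 5 TPM, 969 with the averaged tumours and 900 (without GKO non-tumour 2) to 2224 across left-out replicates.

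The CBX7 targets turned to lower in GKO tumours with a mean of at least 5 TPM (a camera p of 0.277), and across left-out replicates the p was 0.0992 to 0.897 (lower without GKO tumour 2). The cell cycle call was lost with fry (0.592), an estimated correlation (0.454) and the Reactome set (0.170), and ranged from 1.01e-16 to 0.0584 (without WT tumour 1) across left-out replicates. The pericentral genes turned to lower with a pseudocount of 0.1 (0.824) and voom (0.772), and across left-out replicates ranged from 0.00428 (without GKO tumour 1, past the threshold) to 0.834 (lower without WT tumour 3), with 0.0171 (lower) without GKO tumour 2. The odds ratio of CBX7 targets among lower genes lost its call with no filter (1.31), the block (1.47) and the averaged tumours (1.77), and ranged from 1.302 (without WT tumour 3) to 3.22 (without GKO tumour 3) across left-out replicates.

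Among 109 results for single genes, 63 were the same under every alternative run for them and 2 were reversed, both far from any threshold. A mean of at least 5 TPM, the fit of all 18 samples and the averaged tumours did not give a value for each of the 109. Cdh2 between tumours was -0.0117 with median centring, -0.00459 with quantile normalization, -0.14 with the averaged tumours and -0.24 (without WT tumour 1) to 0.45 with a replicate left out, lower also without GKO tumour 2 (-0.00183), GKO tumour 3 (-0.10) and WT tumour 2 (-0.04). Snai2 was -0.42 to 0.0651 (without GKO tumour 1). With all 18 samples in one fit 17 calls were gained and 1 lost, with no filter 11 were lost, with a pseudocount of 0.1 and with the block 6 each, and with voom 5. Leaving out a replicate lost 51 and gained 16.

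A mean of at least 5 TPM tests fewer genes and a left-out replicate leaves fewer samples. For the other changes the cause was not tested. Tumour and non-tumour samples share only a number, and in no comparison were all 3 correlations between differences of the same number above 0.1, so the block follows no known pairing. Depth limits the genes at the floor of 3 reads, whose fitted values depend on the pseudocount.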

Differences from the paper's values

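The averaging of WT tumours 1 and 2 and voom on the recovered reads were chosen only after the results were seen. Values from figures were read by eye.

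The paper's count of DEGs between GKO and WT tumours is 2424, and the paper's text names no threshold for it. At an unadjusted p under 0.05 the count was 1238. Of the alternatives set before the data were examined, all 18 samples in one fit (1722), no filter on low values (1621) and leaving out WT tumour replicate 3 (2514) brought the count within 1.5-fold of the paper's, and the others did not.

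The paper's count of genes up-regulated in GKO tumours is 502, and 275 genes were more than 2-fold higher at an unadjusted p under 0.05. Of the alternatives set before the data were examined, a pseudocount of 0.1 (464) and leaving out GKO tumour replicate 1 (356), GKO tumour replicate 2 (412) or WT tumour replicate 3 (501) closed the gap, and the others did not. Voom on the recovered reads (441), chosen after seeing the values, closed it too. Without a threshold on the fold change, 750 genes were higher.

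The paper's log2 fold change of Gm36325 is about -3.8 in Fig. 3B, read by eye, and the value here was -3.13. None of the alternatives set before the data were examined closed the gap. With a pseudocount of 0.1 the value was -5.05, so the paper's value lies between those at pseudocounts of 1 and 0.1. For Cyp11a1 the paper's value is about -2.5 in Fig. 3B, read by eye, against a fitted -1.79, and of the alternatives set before the data were examined, leaving out WT tumour replicate 2 (-2.04) alone closed the gap. Cyp11a1 was at the floor in all GKO tumours, so that its level was at least 37.8-fold lower and the fitted value depends on the pseudocount. For Chrnb1 the paper's value is about 1.9 in Fig. 3B, read by eye, against 1.46, and leaving out GKO tumour replicate 1 (1.64) or WT tumour replicate 2 (1.59) closed the gap, while the other alternatives set before the data were examined did not. The other 19 of the 22 values of Fig. 3B and all 15 levels of Fig. 5C were not counted as differing. With a pseudocount of 0.1, 6 of the 22 values of Fig. 3B were counted as differing.

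The paper states that tumours, non-tumours and normal livers form separate clusters and that WT and GKO tumours do. Here normal livers clustered with 5 non-tumours, WT non-tumour 2 with tumours and WT tumour 3 with the GKO tumours. Average linkage put the 6 tumours together.

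The paper presents its 16 candidate genes as lower in WT tumours than in non-tumours, and Fads1 (0.28) and Ankrd1 (0.31) were higher there. It calls Gpc3 reduced in GKO tumours, where the unadjusted p was 0.174. It reports lower cell cycle genes in GKO tumours, and the call with camera (a p of 5.12e-06) was lost with fry (0.592). It reports enrichment of periportal genes in GKO tumours, and the list used here had a median of -0.07. It reports CBX7 targets among the top genes lower in GKO tumours. The share here among genes more than 2-fold lower, 3.76%, was close to the paper's. Among genes more than 2-fold higher it was 2.91% (Fisher's exact test, p = 0.147). Without a threshold on the fold change, 3.07% of the lower genes were targets, and 2.80% of the higher genes were targets too. The paper calls TIMP3 similar in GKO and WT tumours without naming the assay, which may not be these RNA-seq values. Timp3 had a log2 fold change of 0.76 here (unadjusted p of 0.0432, adjusted 0.544 from limma).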

Other observations

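Among the tests of an explanation in this part, those of a mixture of libraries and of WT tumours shared by 2 comparisons were set beforehand. All other tests of an explanation were chosen only after the result was seen. The comparisons, the lists and the genes of the measured proteins were set before the data were examined.

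RNA of the proteins that the paper measured for EMT and proliferation differed little between GKO and WT tumours. The log2 fold change was 0.22 for Cdh1 (E-cadherin, 42.3 ± 10.5 against 37.3 ± 16.4 TPM, SD, n = 3 each), 0.06 for Cdh2 (N-cadherin), -0.41 for Snai1, -0.17 for Snai2, -0.23 for Pcna (25.3 ± 7.82 against 30.4 ± 10.4 TPM) and 0.36 for Ccnd1 (20.1 ± 7.36 against 14.7 ± 1.26 TPM). The adjusted p from limma was 0.868 for Cdh1, 0.975 for Cdh2, 0.862 for Pcna and 0.739 for Ccnd1. The sign of Cdh2 turned with median centring (-0.01) and without WT tumour 1 (-0.24), GKO tumour 2, GKO tumour 3 or WT tumour 2, and that of Snai2 without GKO tumour 1 (0.07). Against non-tumours, Cdh1 had a log2 fold change of 3.34 in GKO mice (adjusted p = 0.00406) and 2.34 in WT mice (0.188), and Ccnd1 3.05 in GKO mice (0.00506) and 1.02 in WT mice (0.555). The values in WT mice depend on WT non-tumour 2, which had 27.7 TPM of Cdh1 and 31.9 TPM of Ccnd1, against 2.05 to 4.66 and 1.111 to 3.603 TPM in the other non-tumours. Without it they were 3.33 for Cdh1 and 2.07 for Ccnd1. Foxp2 was at 3 or fewer reads in each WT tumour and had 0.301 ± 0.126 TPM (SD, n = 3) in GKO tumours, at least 13.5-fold higher.

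GKO tumours against GKO non-tumours gave 1652 of 14092 genes with an adjusted p under 0.05, 1092 higher and 560 lower, and 38.3% of genes without overlap against 10% by chance. Without GKO non-tumour 3 the count was 229, without GKO non-tumour 2 619, without GKO tumour 3 747 and without GKO tumour 1 1001. Among genes with an adjusted p under 0.05 whose groups did not overlap, the largest rises were H19 (log2 8.60), Cyp2a4 (6.99), Spink1 (6.24), Tff3 (6.09) and Cd63 (5.23). The largest falls among them were Mup11 (-6.24), Mup17 (-5.94), Elovl3 (-5.35), Cyp2c54 (-5.32) and Cyp2c37 (-5.22). The Mup and Cyp2c genes have close paralogs, so their values depend on how reads were shared. Mup11 and Mup17 lost their calls in every fit without 1 replicate except that without GKO tumour 2 (adjusted p up to 0.156 and 0.145, both without GKO non-tumour 3). So did Cyp2c54 without GKO tumour 3 (0.0594) or GKO non-tumour 3 (0.0613), and Elovl3 and Cyp2c37 without GKO tumour 3 (0.0811 and 0.0687), GKO non-tumour 2 (0.0704 and 0.0540) or GKO non-tumour 3 (0.0738 and 0.0700). Median centring moved the median of all genes by -0.28 and quantile normalization by -0.18, and the share of higher genes among those with an unadjusted p under 0.05 from 68.2% to 41.5% and 52.1%. Of the 10 splits of these 6 samples 1 gave as many genes, the real one, and the same holds for WT tumours against WT non-tumours (1 of 10).

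GKO against WT non-tumours gave 0 genes with an adjusted p under 0.05 and 799 at an unadjusted one, and 2 of the 10 splits gave as many. Without GKO non-tumour 1 the count was 1522 and without GKO non-tumour 3 384. Median centring moved the median of all genes from -0.15 to 0.08, a shift of 0.23, and quantile normalization by 0.13, and 33.8% of the 799 were higher, against 66.2% and 53.4% with these scalings. In normal livers 0 genes passed the adjusted threshold and 519 the unadjusted one, with 80.0% higher (63.0% and 60.9%), and 8 of the 10 splits gave as many. In the test of the difference between tumours and non-tumours the shifts were -0.30 and -0.18, and 75.6% of the genes at an unadjusted p were higher, against 41.6% and 53.5%. Between tumours, 3 of the 10 splits gave as many genes with an adjusted p under 0.05. The splits that put WT tumours 1 and 2 with GKO tumour 1 or with GKO tumour 2 gave 8 and 5.

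For the lists between GKO and WT tumours, the number of the 10 splits with a camera p as small was 7 for CBX7 targets, 4 for cell cycle genes, 6 for periportal genes and 10 for pericentral genes. The overlap of CBX7 targets with changed genes was as strong in 2 of 10. As 10 splits give no share under 1 of 10, an effect of the genotype and the grouping of these tumours cannot be told apart for these lists. The 4 splits of the cell cycle genes are those that keep WT tumours 1 and 2 together. With GKO tumour 1, 2 or 3 in place of WT tumour 3, the camera p was 2.01e-10, 7.00e-08 and 8.15e-38, smaller than in the real split (5.12e-06). The cell cycle call therefore follows these 2 tumours at least as much as the genotype.

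Other lists between GKO and WT tumours had a median log2 fold change of 0.84 for fibroblast genes (15 of 18 higher, camera, adjusted p = 8.66e-07, 0.0326 with fry and 0.0930 with an estimated correlation), 0.11 for endothelial, 0.33 for macrophage, -0.16 for T cell, -0.26 for B cell, 0.92 for cholangiocyte and 0.19 for hepatocyte genes. Of the fibroblast genes, 10 had an unadjusted p under 0.05, 8 passed when adjusted over the list alone and 0 over all genes. Camera's adjusted p was 0.735, 0.474, 0.268, 0.152, 0.0804 and 0.752 for the lists from endothelial to hepatocyte genes. Between WT tumours and non-tumours the pericentral genes had a median of -2.74 (2 of 26 higher, 2.34e-04 with fry and 0.00762 with an estimated correlation). In GKO mice the median was -2.10 (2 of 25 higher, 0.0185 with fry and 0.0891 with an estimated correlation). Cell cycle genes had medians of 0.78 and 0.80 in these comparisons (0.232 and 0.0163 with fry, 0.359 and 0.248 with an estimated correlation).

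WT tumours 1 and 2 resembled each other. Of the genes at least 8-fold higher in either than in samples without tumour (WT non-tumour 2 left aside), a share of 0.701 was common to both, against 0.147 to 0.354 for the 14 other pairs of tumours. Wnt10a (148 and 142 TPM) and Serpinb1c (88.5 and 50.8 TPM) are among 37 such genes under 5 TPM in the other tumours. That a single library was deposited under both names is argued against by the variance of their reads, 6.38 times the counting noise. A large share of 1 tumour's RNA in the other library is argued against by 16 genes with at least 10 TPM in WT tumour 2 and under 1/4 of that in WT tumour 1, and by 7 the other way. Trac, chosen after its values were seen, had 0.647 and 7.68 TPM. They may be pieces of 1 lesion or 2 lesions of 1 subtype, which cannot be told apart because the shared genes (0.701) fit both and the labels do not name mice. With the 2 averaged as 1 sample, GKO against WT tumours gave 0 genes with an adjusted p under 0.05 and 662 at an unadjusted one.

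WT non-tumour 2 stood apart from the other non-tumours. On a scale from GKO non-tumours (0) to GKO tumours (1), built from 907 higher and 466 lower genes, it scored 0.548 and the other non-tumours -0.04 to 0.228. An exchange of labels with a tumour is argued against by the lowest score of a tumour, 0.869. Tissue like the 6 tumours mixed in is argued against by 25 genes raised in all tumours, which give a tumour share of 5.11% where 8 genes lost in all tumours give 84.4%. Its 26 periportal genes had a median of -0.85 on the log2 scale (19 lower) and its pericentral genes 0.56 (19 higher), so a lesion or zone with pericentral character is a candidate explanation. Sds, Cyp2f2, Glul and Slc1a2 were chosen after their values were seen. Sds had 0.723 TPM against 148 to 234 and Cyp2f2 30.1 against 236 to 498, but the pericentral genes Glul (159 against 448 to 1114 TPM) and Slc1a2 (1.37 against 14.8 to 37.8) were lower too. What kind of lesion this might be stays open.

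Tef and Usp2 followed the clock genes. Over the 12 livers without tumour, Tef correlated with the mean of the other 12 evening genes (Pearson's r = 0.917, permutation p = 4.0e-05, adjusted p = 6.40e-04 over 16 genes of Figure S3A; Spearman's rho = 0.895, p = 2.2e-04). It was 0.900 without the 2 livers farthest from the median, and 0.818 in WT and 0.981 in GKO livers. For Usp2 the r was 0.907 (adjusted p = 7.20e-04, rho 0.818, 0.837 without the farthest livers). For Cbx7 it was 0.312 (permutation p = 0.321, rho 0.315). Evening and morning genes moved in opposite directions in these livers (Pearson's r = -0.627, permutation p = 0.0305, Spearman's rho = -0.678, p = 0.0181, -0.697 without the 2 farthest). A shared daily cycle may therefore contribute to the level of Tef. In the 3′ UTR read for each, Tef and Usp2 held no miR-181 match of the kinds counted here. Other kinds of match were not counted, so a site of another kind stays open.

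If loss of miR-181 raised transcripts with its sites, these would be higher in GKO samples. In tumours the difference of medians was -0.0169, which argues against a rise over such genes as a set. In non-tumours it was 0.0525, with 7 of 209 control words as large, and in normal livers 0.0101, with 29 of 209. For these a small effect and the spread of the words cannot be told apart, because some control words gave as much and the genes are not independent. For 8mers alone, 9 of 209 words gave as much in non-tumours (0.07) and 19 in normal livers.

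Genes higher in GKO than WT tumours were mostly lower in WT tumours than in WT non-tumours: 234 (87.6%) of 267 genes more than 2-fold higher. In simulations without any effect, in which the same WT tumours entered both comparisons, the share was 89.4% (83% to 95.2%), so the shared WT tumours may account for it. The share with an unadjusted p under 0.05 in the second comparison was 59.2%, against 27.3% (20.4% to 35.7%) in the simulations.

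DNA that flanks the deleted miR-181 genes can differ from the WT strain. Of the tested genes within 10 Mb, 6 of 96 (6.25%) had an unadjusted p under 0.05 in normal livers, against 3.96% of all genes (Fisher's exact test, p = 0.282). It was 6.73% against 5.80% in non-tumours (Fisher's exact test, p = 0.671) and 15.5% against 8.87% in tumours (Fisher's exact test, p = 0.0262), with 0 past the adjusted threshold in each. Flanking DNA and chance cannot be told apart, because the share was above that of all genes in each comparison, passed 0.05 in tumours alone, and no DNA was analysed here.

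In normal livers, Msln had 4.00 to 7.52 TPM in GKO and 0 to 0.697 in WT mice, Upk3b 0.901 to 1.23 and 0 to 0.209, and Krt19 1.65 to 5.89 and 0.364 to 0.878, genes that were chosen after their values were seen.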
